# Cell-Surface Proteomics Identifies Lineage-Specific Markers of Embryo-Derived Stem Cells

**DOI:** 10.1016/j.devcel.2012.01.005

**Published:** 2012-04-17

**Authors:** Peter J. Rugg-Gunn, Brian J. Cox, Fredrik Lanner, Parveen Sharma, Vladimir Ignatchenko, Angela C.H. McDonald, Jodi Garner, Anthony O. Gramolini, Janet Rossant, Thomas Kislinger

## Abstract

The advent of reprogramming and its impact on stem cell biology has renewed interest in lineage restriction in mammalian embryos, the source of embryonic (ES), epiblast (EpiSC), trophoblast (TS), and extraembryonic endoderm (XEN) stem cell lineages. Isolation of specific cell types during stem cell differentiation and reprogramming, and also directly from embryos, is a major technical challenge because few cell-surface proteins are known that can distinguish each cell type. We provide a large-scale proteomic resource of cell-surface proteins for the four embryo-derived stem cell lines. We validated 27 antibodies against lineage-specific cell-surface markers, which enabled investigation of specific cell populations during ES-EpiSC reprogramming and ES-to-XEN differentiation. Identified markers also allowed prospective isolation and characterization of viable lineage progenitors from blastocysts by flow cytometry. These results provide a comprehensive stem cell proteomic resource and enable new approaches to interrogate the mechanisms that regulate cell fate specification.

## Introduction

Stem cells derived from early embryos or reprogrammed from somatic cells can be used for the study and treatment of degenerative diseases and hold tremendous promise for the future of regenerative medicine (Murry and Keller, 2008; Yamanaka, 2007). The potential to generate an array of differentiated cell types also raises the opportunity to establish new models of early mammalian development (Rossant, 2008). However, a lack of validated cell-surface markers for flow cytometric analysis and isolation have created road blocks in these fields (Dubois et al., 2011; Van Hoof et al., 2010). For example, major challenges currently faced within regenerative medicine include the assessment of purity of stem cells or stem cell-derived populations, the former to confirm faithful cellular reprogramming and the latter to eliminate the risk posed by introduction of undifferentiated stem cells in vivo. To address this shortcoming, we have examined the cell-surface proteome of the four stem cell lines that are derived from early mouse embryos and applied newly identified protein markers to study differentiation and reprogramming.

The epiblast progenitors (EPIs) of preimplantation blastocysts comprises the pluripotent cells that give rise to all germ layers of the later fetus and are also the tissue source from which embryonic stem (ES) cells are derived (Brook and Gardner, 1997; Evans and Kaufman, 1981; Martin, 1981; Nichols and Smith, 2011). Epiblast stem cells (EpiSCs) are isolated from EPI of early postimplantation embryos and are maintained in a pluripotent state that is distinct from ES cells (Brons et al., 2007; Tesar et al., 2007). The two extraembryonic lineages of the blastocyst also give rise to stable stem cell lines. The outer trophectoderm (TE) layer generates the trophoblast of the placenta and trophoblast stem (TS) cells, and the primitive endoderm (PE) contributes to extraembryonic yolk sac endoderm and gives rise to extraembryonic endoderm stem (XEN) cells (Kunath et al., 2005; Tanaka et al., 1998). Importantly, each stem cell type retains the defining properties and lineage restriction of their in vivo tissue of origin, and therefore provide a useful system in which to study stem cell biology and early mammalian development.

Few cell-surface proteins are known that can distinguish each stem cell type and their in vivo sources within the embryo. Microarray gene expression data from early embryos have been mined successfully to identify two PE-specific cell-surface proteins (Gerbe et al., 2008; Plusa et al., 2008). However, the presence of RNA does not always correlate with the presence of the protein (Cox et al., 2009). Furthermore, a recent study revealed that of all protein classes examined, cell-surface proteins in particular show poor correlation between protein and RNA abundance when comparing cell types (Lundberg et al., 2010). These studies suggest that RNA expression may be an unreliable predictor of cell-specific cell-surface protein expression and that direct proteomic approaches are required to identify protein markers that can distinguish cell types of the early embryo. A large-scale analysis of lineage-specific cell-surface protein expression would also identify those proteins actually involved in important cell signaling, cell adhesion and cell migratory processes during early development and stem cell formation.

We have developed a direct proteomic approach to explore the cell-surface proteome for all four embryo-derived stem cell lines using affinity labeling and mass spectrometry. Antibodies against lineage-specific cell-surface proteins enabled identification and isolation of specific cell populations during stem cell differentiation and reprogramming. Our analysis identified molecules with potential importance in separation and migration of EPI and PE, and of differences in cell signaling between ES cells and EpiSC. Furthermore, cell-surface protein markers allowed prospective isolation and characterization of viable EPI, PE, and TE directly from mouse blastocysts. These results provide a comprehensive stem cell proteomic resource and enable new approaches to interrogate the mechanisms that regulate cell fate specification.

## Results

### Cell-Surface Proteome of Embryo-Derived Stem Cell Lineages

ES, TS, XEN, and EpiSC were biotinylated with the membrane-impermeable reagent sulfo-NHS-SS-biotin (Figure 1A), which binds to primary amines of cell-surface proteins (Roesli et al., 2006). Individual lysates from biotinylated ES, TS, XEN, and EpiSC were prepared, and biotinylated proteins were affinity captured to collect cell-membrane-enriched protein samples. For comparison, proteins that did not bind to the beads were also collected. These should be depleted in cell-surface proteins but contain cytoplasmic and nuclear proteins (membrane-depleted whole cell samples). Samples were analyzed by mass spectrometry in quadruplicate using a MudPIT approach (Taylor et al., 2009). A total of 3,432 proteins were identified (1,758 for ES; 2,391 for TS; 2,442 for XEN; 2,169 for EpiSC; see Table S1 available online), which represents one of the largest mouse stem cell protein data sets reported (Van Hoof et al., 2006; Wang et al., 2008a).

Gene Ontology (GO) analysis revealed that biotinylated fractions were highly enriched for plasma membrane proteins and depleted in nonplasma membrane proteins (p < 1 × 10^−13^, Fisher's exact test). This suggests that cell-surface proteins had been successfully captured. However, one caveat of chemical labeling strategies and organellar purifications in general is the detection of proteins with annotations other than the organelle of interest (Bergeron et al., 2010), which could hinder the identification of lineage-specific cell surface proteins. To address this challenge, we developed a data mining strategy to predict proteins that are localized to the cell surface. Machine-learning algorithms (Hall et al., 2009b) and training sets of known membrane-localized and non-membrane-localized proteins were used to build a model that categorized each protein as belonging to the cell surface or not (Figure 1B). Applying this stringent model to our data identified 551 proteins predicted to be localized at the cell surface (220 for ES; 222 for TS; 212 for XEN; 416 for EpiSC; Table S2).

As expected, these data revealed a strong enrichment for functional classes that are characteristic of cell-surface proteins, including signaling receptors, cell adhesion and cell migration molecules (Figure 1C and Table S3). The data set contains shared and cell-type-specific proteins within many functional classes, thereby revealing important differences in their protein profiles (Tables 1 and 2). For example, signaling receptors known to be involved in regulating stem cell self-renewal were detected, including Lifr in ES cells, Fgfr2 in TS cells, and Fgfr1 in EpiSC. In addition, Notch receptors were identified in EpiSC, but not in ES cells, suggesting differences may exist between pluripotent cell types. Interestingly, we identified numerous Ephrin and Slit receptors in ES and XEN cells. Their known roles in cell guidance and migration could provide a mechanism to explain the process of cell sorting that occurs during EPI and PE segregation (Brose and Tessier-Lavigne, 2000; Genander and Frisén, 2010; Plusa et al., 2008). Thus, our proteomic data set will provide an important resource of cell-surface proteins that are present on stem cells and could be used in future functional studies to interrogate the mechanisms of self-renewal and differentiation.

### Protein Abundance Is a Reliable Predictor of Cell-Type Specificity

Although previous studies have shown that RNA expression alone can be used to predict cell-specific protein expression (Gerbe et al., 2008; Plusa et al., 2008), the presence of RNA does not always correlate with the presence of the protein (Cox et al., 2009; de Sousa Abreu et al., 2009; Lundberg et al., 2010) suggesting that RNA expression may be an unreliable indicator of cell-specific protein expression. 

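RNA from embryonic stem (ES), trophoblast stem (TS) and extraembryonic endoderm stem (XEN) cells and from epiblast stem cells (EpiSC) of the mouse was hybridized to Affymetrix gene-level arrays, with 1 array per cell type. There are therefore no replicates, no error can be given for any RNA value, no p-values were computed, and the number of arrays limits the precision of every comparison. The sample labels name the ES cells as line R1 and the EpiSC as a male line of the ICR strain. For TS and XEN cells the labels name lines only in a shared culture note, which lists A4 and G3 as TS cells and F3 and F4 as XEN cells, whereas the paper lists F4 and Rosa as TS cell lines and A4 and E4 as XEN cell lines. The submitters processed the ES, TS and XEN arrays with PLIER in Affymetrix Expression Console, and the values are linear intensities of 35557 probe sets with medians of 64.5 in ES, 59.4 in TS and 61 in XEN cells. Of these probe sets, 636 in ES, 459 in TS and 420 in XEN cells are listed at 0. The EpiSC array is of another array type, and its 34753 probe sets, all of them also on the other arrays, carry linear intensities with quartiles of 61.9 and 619 that were made apart from the other arrays with RMA and limma. To compare EpiSC with ES cells, the EpiSC intensities were mapped by rank onto the mean distribution of the ES, TS and XEN arrays, so that the overall level of the EpiSC array is set by this step and only the order of its genes is measured. RNA differences are differences of log2(intensity + 16), folds are taken from them, so that folds against intensities near background depend on the 16 added, and a difference of at least 2-fold was taken as higher or lower, as in the paper's text. For each of 20027 genes the probe set with the highest mean intensity was used. Protein values are the paper's normalized spectral counts in Table S2, where 496 of 551 cell-surface proteins were matched to a gene on the arrays. Shares of proteins are given with 95% Wilson confidence intervals, which cover counting error only.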

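The arrays separated the 4 cell types by their known lineage regulators. Pou5f1, a core pluripotency factor, had an intensity of 3858 in ES cells against 2.96 in TS and 1.77 in XEN cells, and Nanog had 11701 in ES cells against 68.8 in TS and 44 in XEN cells. Of 21 measured genes of the trophoblast stem cell list, 18 were at least 2-fold higher in TS than in ES cells and none was lower, among them Cdx2 (15.7-fold), Elf5 (265-fold) and Eomes (log2 difference ES minus TS of -4.00). All 17 parietal endoderm genes were higher in XEN than in ES cells, with a median log2 difference ES minus XEN of -5.31, and so were 6 of 7 measured primitive endoderm transcription factors, including Gata6 (199-fold), Gata4 (84.4-fold) and Sox17 (270-fold). Of 18 visceral endoderm genes, 4 were higher in XEN than in ES cells and none was lower. Naive pluripotency genes were higher in ES cells than in EpiSC for 15 of 20 genes and lower for none, with log2 differences ES minus EpiSC of 4.88 for Nanog, 5.54 for Zfp42 and 4.14 for Esrrb. Of 14 core pluripotency genes, 10 were higher in ES than in XEN cells, whereas 4 were higher and 1 was lower in ES cells than in EpiSC. Between ES and TS cells, 3 of the 14 were higher in ES cells and the other 11 were under 2-fold different. Primed epiblast genes did not move together between these pluripotent cells: of 20 genes, 5 were higher in ES cells, among them Lefty2 (log2 difference 5.53) and Pou3f1 (4.48), and 6 were higher in EpiSC, among them Zic2 (-2.15) and Cer1 (-2.11). Among all genes, 2095 differed at least 2-fold between ES and TS cells, 3391 between ES and XEN cells, 3010 between TS and XEN cells and 3502 between ES cells and EpiSC. With a pseudocount of 1 in place of 16, the counts were 3354 for ES and TS cells and 5845 for ES cells and EpiSC, and with EpiSC intensities as deposited the latter was 12392, of which 2.49% were higher in ES cells. Markers of fibroblasts were also higher in ES than in TS cells for 7 of 13 genes, among them Tagln (log2 difference 4.77) and Acta2 (4.26), in cells that the labels describe as cultured without feeders.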

To determine whether the set of cell-specific membrane proteins identified in this current study could have been predicted by RNA expression alone, we integrated genome-wide transcriptional profiles into the protein data set (Table S4). 

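Between ES and TS cells, the proteins unique to ES cells in Table S2 whose RNA pointed the same way most strongly were the pluripotency factor Pou5f1 (log2 difference ES minus TS of 7.67), the neuronal microtubule regulator Stmn2 (6.87), the zinc finger protein Zfp979 (a 52-fold difference) and the tetraspanin Tspan6 (4.97). Against XEN cells, Tspan6 RNA was not higher in ES cells (log2 difference ES minus XEN of -0.89). The strongest among proteins unique to TS cells, against ES cells, were the secreted serine protease Htra1 (-4.85), the protein C receptor Procr (-4.23), the laminin-binding integrin Itga7 (-3.48) and Sbsn (-3.32). XEN cells had higher RNA than ES cells for Robo2, a Slit receptor (log2 difference ES minus XEN of -7.32), Pdgfra, the platelet-derived growth factor receptor (-7.26), the secreted protease Adamts9 (-5.89) and the glypican Gpc6 (-5.00). Robo2 and Pdgfra were near background in ES cells, so the size of their difference is set by the pseudocount and is -9.92 and -8.05 without one. Between ES cells and EpiSC, RNA was higher with the protein for Zfp979 (log2 difference ES minus EpiSC of 5.00) and Fbxo15 (3.07) in ES cells and for Stat4 (-2.98), Snap25 (-2.39) and Cd109 (-2.17) in EpiSC. RNA was at least 2-fold higher in the cell type with the protein for 40 of 125 proteins unique to ES or TS cells (32%, 95% CI 24.5 to 40.6), which were 17 of 63 ES and 23 of 62 TS proteins. The number was also 40 of 125 for proteins unique to ES or XEN cells, made up of 24 ES and 16 XEN proteins, and 46 of 279 for ES cells and EpiSC (16.5%, 95% CI 12.6 to 21.3). Each protein set is that of Table S2, and unique there means detected in that cell type and not in the cell types it was compared with.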

Pairwise comparison of the difference in RNA and protein expression between cell types revealed a subset of cell-surface proteins that would have been identified as cell-specific using transcriptional profiling alone (Figure 1D). However, a larger set of cell-surface proteins showed poor correlation between RNA and protein abundance when comparing cell types and would not be predicted to be cell-specific using transcriptional information alone (Figure 1D). 

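Several cell-surface proteins had RNA that was higher in the cell type without the protein. Sdc4, a heparan sulfate proteoglycan unique to ES cells among ES, TS and XEN cells, had log2 differences of -1.89 for ES minus TS and -1.41 for ES minus XEN cells. The collagen chain Col1a1 and the coagulation factor F5, both unique to TS cells, had log2 differences ES minus TS of 2.29 and 1.70. Among proteins unique to XEN cells, Psma8 (log2 difference ES minus XEN of 3.28), Col1a2 (3.26) and Prtg (1.86) had higher RNA in ES cells, and Lefty1, a Nodal antagonist whose protein was unique to EpiSC, had higher RNA in ES cells (log2 difference ES minus EpiSC of 4.49). Such opposite differences were found for 3 of 125 proteins between ES and TS cells, 8 of 125 between ES and XEN cells and 8 of 279 between ES cells and EpiSC. The paper's spectral counts for the proteins named here were low, from 3.78 for Col1a1 to 9.24 for Sdc4. Vasp (25.7) and Krt82 (16.5), unique to EpiSC and also with opposite RNA, had more. At low counts a protein may appear unique because few spectra were sampled. Col1a1 and Col1a2 belong to the fibroblast markers, of which 7 of 13 were higher in ES than in TS cells. Across cell-surface proteins detected in the membrane-enriched fraction of either cell type, the differences in RNA and in log2(normalized spectral count + 1) correlated with a Pearson r of 0.489 (95% Fisher interval 0.389 to 0.577; Spearman rho 0.498) over 256 proteins for ES and TS cells. The r was 0.503 (0.401 to 0.593; rho 0.524) over 235 proteins for ES and XEN cells and 0.307 (0.218 to 0.390; rho 0.277) over 431 proteins for ES cells and EpiSC. These 3 correlations are across genes, which are not independent replicates.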

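Receptors and adhesion proteins were among those with RNA under 2-fold different between the cell type with the protein and the one without it. The FGF receptor Fgfr1, with protein in ES but not TS cells, lay at the limit: its intensities of 812 in ES and 1628 in TS cells are just over 2-fold apart, higher in TS cells, and just under 2-fold once 16 is added. The proteoglycan Sdc1, likewise unique to ES cells and likewise near the limit, had a log2 difference ES minus TS of -0.99, and the integrin Itga9 had 0.21. In TS cells the desmosomal cadherin Dsc2 (-0.88) and the cholesterol synthesis enzyme Dhcr7 (-0.66) had RNA in the direction of the protein by under 2-fold. In XEN cells the receptor Notch2 was in this group with a log2 difference ES minus XEN of 0.49. Between ES cells and EpiSC it held the receptor tyrosine kinases Kit (log2 difference ES minus EpiSC of 0.12) and Tek (0.34), whose protein was unique to ES cells, and Notch1 (-0.90), whose protein was unique to EpiSC. For proteins unique to ES cells, the median RNA difference in the direction of the protein was 0.31 on the log2 scale against TS cells (n = 63 proteins) and 0.64 against XEN cells, and 42 and 50 of the 63 had any difference in that direction. For the 62 proteins unique to TS cells the median was 0.51 against ES cells, and for the 62 proteins unique to XEN cells it was 0.23.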

For this set of proteins, RNA transcripts were detected at equivalent (<2-fold difference) levels between cell types, despite robust differences in protein abundance. 

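Among the cell-surface proteins that Fig. 2B shows with antibodies on ES, TS or XEN cells, RNA separated the TS proteins best and the ES proteins least. 4 proteins detected on TS cells had RNA at least 2-fold above both ES and XEN cells: Fgfr2 (9.03-fold above ES), the transmembrane protein Cdcp1 (7.33-fold), the costimulatory receptor Cd40 (4.21-fold) and the lipoprotein receptor Scarb1 (3.34-fold). Ggt1 was the exception, with intensities of 94.2 in ES, 82.9 in TS and 82 in XEN cells, and the paper's spectral counts for it were 12 in ES and 5.87 in TS cells. Of 6 XEN proteins, the receptor Mertk (21.5-fold above ES and 34.3-fold above TS cells), Pdgfra and Robo2 had RNA at least 2-fold above both other cell types, whereas Cdh6, Cd44 and Dpp4 did not. Cd44 was also detected in ES cells by the paper's spectral counts, with 9.83 in ES and 4.78 in XEN cells. Of 7 ES proteins, only the glypican Gpc3 had RNA at least 2-fold above both (7.89-fold above TS and 8.85-fold above XEN cells). Nectin3 (Pvrl3), an adhesion receptor, was above TS cells alone (3.18-fold), while the Eph receptor Ephb4 had 426 in ES, 324 in TS and 820 in XEN cells and the membrane protease Mmp14 had 603, 409 and 494. The tetraspanin Cd81 was within 2-fold in all 3 cell types, and the semaphorin receptor Plxna4 was within 2-fold at low intensities of 37.7 to 49.2. Counted over ES, TS and XEN cells, 8 of these 18 proteins had RNA at least 2-fold above both other cell types and 10 did not, and with Fgfr1 (ES cells) and Robo1 (XEN cells), which the paper shows by western blot in Figure S1, the numbers were 9 of 20 and 11, Robo1 being among the 9. Of 6 EpiSC proteins detected with antibodies, Cdh10 (log2 difference ES minus EpiSC of -1.31) and Sirpa (-1.14) had higher RNA than ES cells, and Notch3 (0.43), Cd47 (-0.26), Cd40 (-0.63) and Cdh2 were under 2-fold different. This split depends on how the level of the EpiSC array is set. It was the same with median centring in place of mapping and no pseudocount, where Cd40 had -0.64, Cd47 -0.13, Cdh2 0.07 and Notch3 0.57. With intensities as deposited, the median of all genes for ES minus EpiSC was itself -1.18. With EpiSC intensities as deposited and no pseudocount, Cd40 (-1.93), Cd47 (-1.42) and Cdh2 (-1.21) were also at least 2-fold higher in EpiSC, and Notch3 had -0.72. The paper's log2 ratios of ES cells over EpiSC are about 3.8 for Notch3 in Fig. 1D and 3.03 for Cdh2 in Table S4. With mapping and no pseudocount they were 0.44 and -0.0038 here. Cdh10 was also over 1 apart from the paper, in the same direction, and Cd40, Cd47 and Sirpa were not.

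**Figure D1:**
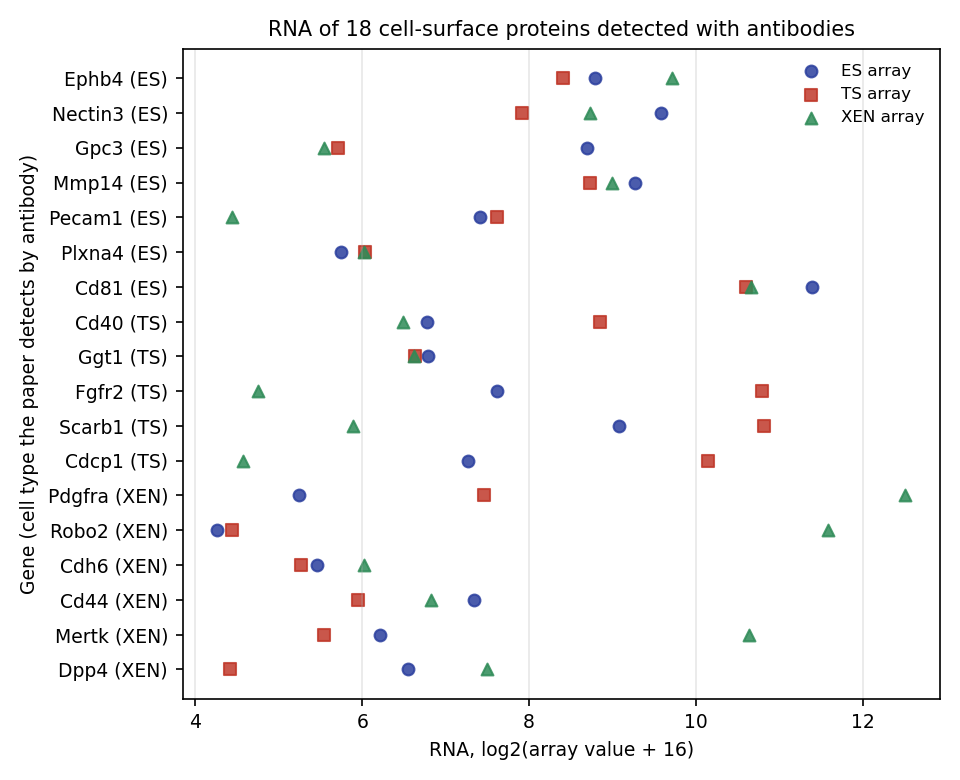
RNA of the 18 genes whose proteins Fig. 2B shows with antibodies on ES, TS or XEN cells, as log2(intensity + 16) on the ES, TS and XEN arrays (1 array each), grouped by the cell type on which the paper detected the protein with antibodies. Fgfr2 and Cdcp1 stand apart in TS cells and Robo2 and Pdgfra in XEN cells, while the points of Ggt1, Mmp14 and Plxna4 lie close together.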

The cell-specific protein expression of ten proteins within this set was confirmed using antibodies (see below). 

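Between ES and XEN cells, 77 of 125 unique proteins had RNA under 2-fold different (61.6%, 95% CI 52.8 to 69.7), which were 37 of 63 ES and 40 of 62 XEN proteins. The metalloprotease Mmp14 (log2 difference ES minus XEN of 0.28) and Cd81 (0.73) were examples among the ES proteins, and the cadherin Cdh6 (-0.57), the peptidase Dpp4 (-0.95) and the matrix protein Fbln2 (0.20) among the XEN proteins. Between ES cells and EpiSC the number was 225 of 279 (80.6%, 95% CI 75.6 to 84.9), with 41 of 48 ES proteins, such as the LIF receptor Lifr (log2 difference ES minus EpiSC of -0.57) and the adhesion protein Flrt3 (-0.12), and 184 of 231 EpiSC proteins, such as Notch2 (-0.22) and the integrin Itgb4 (-0.79). Over all genes, 83.1% were under 2-fold different between ES and XEN cells and 82.5% between ES cells and EpiSC, the latter within the interval of the unique proteins. Of 10621 genes with at least 100 on the ES or XEN array, 2921 differed at least 2-fold. Among proteins found in both cell types, 58 of 110 (52.7%, 95% CI 43.5 to 61.8) were under 2-fold different for ES and XEN cells. The unique proteins of that pair were thus not more different in RNA than the shared ones. For ES cells and EpiSC the share among proteins found in both was 79.9%. The figure of 80.6% for unique proteins of ES cells and EpiSC depends on how the level of the EpiSC array is set. The share was 82.4% with each array centred on its median and no mapping. With the intensities as they stand, whose level was set separately, it was 27.2%, and the median of all genes for ES minus EpiSC was -1.18. The figure of 80.6% moved by more than its confidence interval under fold thresholds of 1.5 and 3 as well.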

Disagreement between transcript and protein abundance was prevalent when comparing two cell lines. For instance, discordance between RNA and protein for ES and TS cells occurred for 89/143 (62%) cell-surface proteins. 

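Between ES and TS cells, most unique cell-surface proteins had RNA under 2-fold different: 45 of 63 ES proteins (71.4%, 95% CI 59.3 to 81.1), including the prion protein Prnp (log2 difference ES minus TS of -0.93) and the lysosomal membrane protein Lamp1 (-0.72), and 37 of 62 TS proteins (59.7%, 95% CI 47.3 to 71), including Shroom2 (0.79), a regulator of cell shape. Together these were 82 of 125 proteins (65.6%, 95% CI 56.9 to 73.4). Location at the cell surface is the paper's prediction, and the set includes keratins. These were Krt12 and Krt36 in ES and Krt73, Krt77 and Krt84 in TS cells, all under 2-fold different. The set also holds the pluripotency factor Pou5f1 in ES cells, and the transcription factor Tfap2a and the cell cycle inhibitor Cdkn1c in TS cells. For those, RNA was at least 2-fold higher in the cell type with the protein. No share was computed without any of these proteins. For comparison, 17932 of 20027 genes (89.5%) were under 2-fold different between the ES and TS arrays. The share is tied to the fold chosen, being 47.2% under 1.5-fold and 76% under 3-fold.

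**Figure D2:**
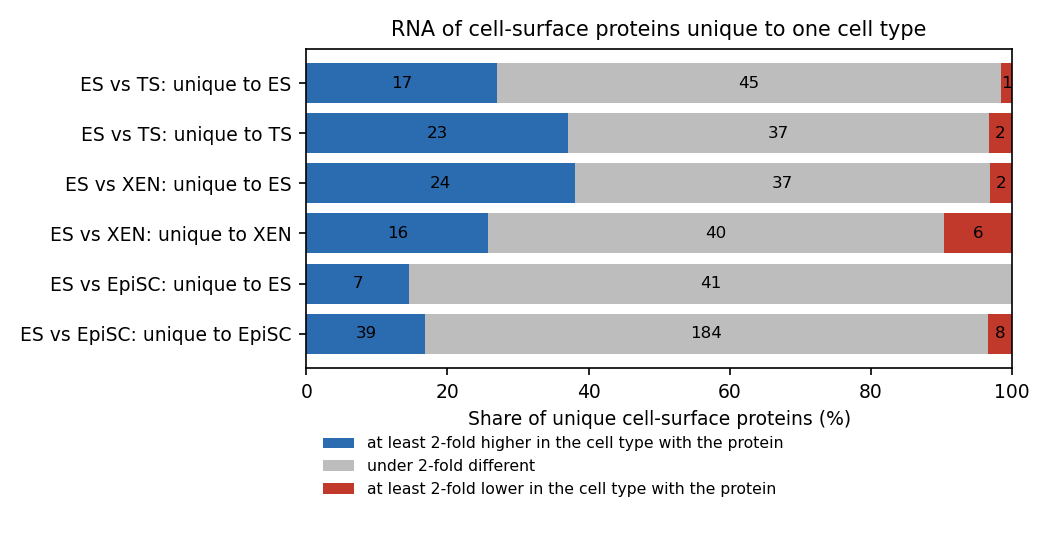
Percentage of cell-surface proteins unique to 1 cell type of each pair whose RNA was at least 2-fold higher in the cell type with the protein, under 2-fold different, or at least 2-fold higher in the other cell type. The middle class is the largest in each of the 3 pairs, with 82 of 125 proteins for ES and TS cells and 225 of 279 for ES cells and EpiSC.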

Poor concordance also impacts the reliable identification of cell-specific membrane proteins. Thus, overall only 21 of 178 (12%) cell-specific membrane proteins would have been identified by analysis of RNA expression alone (Table S4). 

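RNA of 12 ES proteins, 17 TS proteins and 13 XEN proteins was at least 2-fold higher in their own cell type than in each of the other cell types among ES, TS and XEN cells. The ES proteins included the ectoenzyme Enpp3 (log2 difference to the next highest cell type of 2.51), the ion transport regulator Fxyd6 (3.27), the Eph receptors Ephb2 (1.30) and Epha4 (1.10) and the endocytic receptor Lrp1 (1.21). The TS proteins included the cell cycle inhibitor Cdkn1c (3.05), the transcription factor Tfap2a (2.25), the integrin Itgb3 (2.22) and the protease inhibitor Spint1 (1.36), and the XEN proteins the adhesion protein Flrt2 (4.68), the membrane peptidase Mme (2.66), the protease Adamts15 (2.56) and the laminin chain Lamb2 (1.67). Of these, Enpp3, Fxyd6, Lrp1, Spint1, Flrt2, Mme and Adamts15 were chosen as examples after their values were seen. In all, 42 of 187 proteins unique to ES, TS or XEN cells met this criterion (22.5%, 95% CI 17.1 to 29), with 19% of ES, 27.4% of TS and 21% of XEN proteins. The intervals of the 3 cell types overlap, and the number was 29 of 187 (15.5%) when a 3-fold difference was required.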

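Pecam1, an immunoglobulin-family adhesion receptor measured by probe set 10392221, had an RNA intensity of 154 in ES cells, 180 in TS cells and 5.7 in XEN cells. The difference ES minus TS was -0.20 on the log2 scale, while the difference ES minus XEN was 2.97. In EpiSC the mapped intensity was 114, a log2 difference ES minus EpiSC of 0.39. For ES cells over EpiSC, Fig. 1D gives Pecam1 a log2 ratio of about 3.7, read by eye, against 0.44 here without a pseudocount. The deposited EpiSC array is not equal to the EpiSC column of Table S4 (Spearman rho 0.544), so the EpiSC value of Pecam1 is uncertain. The paper's normalized spectral count for Pecam1 in Table S2 is 33.3 in the membrane-enriched fraction of ES cells and 0 in that of TS cells. Of 20 pluripotency genes with an intensity of at least 1000 in ES cells, 7 had under 10% of their ES intensity in TS cells, among them Tdgf1, the Nodal coreceptor (0.138%), and Fgf4 (3.31%). The others ranged from 13.7% for Klf2 to 131% for Utf1, with Sox2 at 85.7% and Dnmt3b at 113%. Pecam1 RNA in TS cells stood at 117% of its ES level, within the range of these others.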

As an example, levels of Pecam1 transcript, a strong marker of ES cells (Robson et al., 2001; Vittet et al., 1996), were similar in ES and TS cells (confirmed by quantitative RT-PCR; data not shown), but Pecam1 protein was detected only in ES cells (34 spectral counts in ES cells, 0 in TS cells; Table S4; confirmed by antibody in Figure 2). Poor concordance between protein and transcript expression for cell-surface proteins are consistent with previous studies and, together with our data, suggest that protein is a more reliable predictor of cell-type specificity than RNA expression alone. These data reinforce the need for a direct proteomic approach for protein marker discovery.

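RNA also differed for proteins that were found in both cell types of a pair. The receptors Lifr (14.2-fold), Kit (8.74-fold) and Tek (9.85-fold), the Eph receptor Ephb3 (18.3-fold) and the Slit receptor Robo1 (10.8-fold) had higher RNA in XEN than in ES cells, and their proteins were detected in both. The paper's spectral counts in the membrane-enriched fraction were higher in XEN cells too for Lifr (4.25 in ES and 17 in XEN cells), Ephb3 (27.7 and 71.1), Robo1 (6.32 and 25.4) and Tek (8.62 and 10.6), and lower for Kit (31.3 and 18.5) and for the integrin Itga5 (164 and 77.9), whose RNA was also higher in XEN cells (log2 difference ES minus XEN of -1.26). The cadherin Cdh1, with a log2 difference ES minus XEN of 6.53, had the paper's counts of 434 in ES and 94.7 in XEN cells, and the placental cadherin Cdh3, with a log2 difference ES minus TS of -2.11, had 12.7 in ES and 40.5 in TS cells. Of 110 proteins found in ES and XEN cells, 52 had RNA at least 2-fold different in either direction (47.3%, 95% CI 38.2 to 56.5), and the paper's counts were higher in the cell type with more RNA for 36 of the 52 and lower for 16. For ES and TS cells the number was 26 of 112 (23.2%, 95% CI 16.4 to 31.8), with counts in the direction of RNA for 21 and against it for 5. For ES cells and EpiSC it was 31 of 154 (20.1%, 95% CI 14.6 to 27.2), with 21 in the direction of RNA and 10 against it, the latter pair with the level of the EpiSC array set by mapping. From the discordance of RNA and protein among cell-specific cell-surface proteins, and from earlier studies, the paper proposes that protein predicts the cell type more reliably than RNA does. The paper also reports antibody results for some of the discordant proteins. For Pecam1, its example, it reports quantitative RT-PCR as well as antibody staining.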

### Cell-Surface Protein Markers Enable Isolation of Lineage-Specific Stem Cells

Many cell-surface proteins identified were unique to one or another cell line and provide an important set of lineage-specific markers (Table S2). Comparison between ES, TS and XEN cells revealed 71 cell-surface proteins unique to ES cells, 74 to TS cells and 66 to XEN cells (Figure 2A). Comparison between ES cells and EpiSC revealed 60 cell-surface proteins unique to ES cells and 256 to EpiSC (Figure 3A). We sought to use these protein markers to define a cell-surface protein signature for each cell type that would enable unambiguous detection of specific cells during stem cell differentiation and reprogramming. As an initial step, we screened a panel of commercially available antibodies for those that were able to detect the lineage-specific proteins identified. Of 52 membrane proteins examined, 27 revealed the expected cell-specific cell-surface expression pattern (Figures 2B and 3B; Figure S1) and 25 antibodies failed due to absence of signal in all assays tested or were detected as multiple bands by western blot (see Supplemental Experimental Procedures for antibody details). Of the 27 confirmed proteins, two have been identified previously: Pecam1 in EPI/ES cells and Pdgfrα in PE/XEN cells, and provide further validation of our data (Plusa et al., 2008; Robson et al., 2001; Vittet et al., 1996). To the best of our knowledge, the remaining 25 confirmed cell-surface proteins have not been described previously for ES, TS, XEN, or EpiSC, thereby revealing stem cell-specific expression patterns.

We tested whether the cell-surface proteins, and the antibodies that bind to them, could be used for flow cytometry. Nine antibodies gave strong and cell-specific signals: Pecam1, Cd81 antigen, and Pvrl3 for ES cells; Cdcp1 and Cd40 antigen for TS cells; Pdgfrα, Dpp4, and Robo2 for XEN cells; Cd40 antigen and Cd47 antigen for EpiSC (Figures 2C, 3C, and 3D). Importantly, combinations of these antibodies could separate a mixed population of ES, TS, and XEN cells into individual cell types by flow cytometry (Figure 2D). These results were confirmed using additional ES, TS, and XEN cell lines (data not shown), demonstrating the robustness of these markers. We have, therefore, greatly expanded our knowledge of stem cell specific cell-surface proteins and have identified combinations of antibodies that are able to separate a mixed population of cell types into their individual lineages.

### Analysis of Cellular Reprogramming, ES Cells to XEN Cells

Monitoring the depletion of progenitor cells and the appearance of a new population is critical to optimization of differentiation and reprogramming protocols. To examine this further, we used our cell-specific protein markers to track changes in cell fate during conversion of ES cells into XEN cells. To achieve this, the PE transcription factor *Sox17* was overexpressed in ES, which has been shown previously to promote ES cell to XEN cell conversion (Niakan et al., 2010; Qu et al., 2008; Shimoda et al., 2007). We used a doxycycline-inducible system in order to study early changes in cell state upon *Sox17* expression. Using a panel of six antibodies (Pecam1, Cd81, and Pvrl3 for ES cells; Dpp4, Pdgfrα, and Robo2 for XEN cells) we observed by flow cytometry a complete conversion in cell phenotype within 8–12 days of *Sox17* induction (Figure 2E; Figure S2). The converted cells were indistinguishable by flow cytometry from embryo-derived XEN cells and their change in cell fate was confirmed using gene expression analysis (Figure 2E; Figure S2). Interestingly, on day four, approximately one-third of the cells undergoing conversion were negative for both ES cell and XEN cell markers, indicating that an initial step in the differentiation process is the downregulation of ES cell proteins and this event precedes upregulation of XEN cell proteins. By day eight, the majority (>90%) of cells were positive for XEN cell markers with a minor proportion of negative cells. Together, these data confirm the fidelity of identified cell-specific cell-surface proteins and reveal the temporal and sequential changes in cell state that occur upon transcription factor mediated lineage conversion.

### Cell-Surface Proteins Distinguish ES Cells and EpiSC during Differentiation and Reprogramming

ES cells and EpiSC are pluripotent stem cells that recapitulate the pre- and postimplantation EPI of early mouse embryos, respectively. The two stem cell types differ in terms of gene expression profiles, growth factor requirements, epigenetic status and developmental potency (Rossant, 2008). Better understanding of ES cells and EpiSC is important for identifying how pluripotency is regulated and may also provide clues to explain the differences between human and mouse ES cells, with the former being more akin to EpiSC. Mouse ES cells and EpiSC can be interconverted by alteration of culture conditions augmented by forced expression of key transcription factors such as *Nanog* and *Klf4* (Bao et al., 2009; Greber et al., 2010; Guo and Smith, 2010; Guo et al., 2009; Hall et al., 2009a; Hanna et al., 2010; Silva et al., 2009; Theunissen et al., 2011). However, no cell-surface markers have been shown to functionally isolate the two stem cell types from each other and instead previous reports have relied on transgene expression or cell morphology. Applying our proteomic data set to this deficit, we sought to identify cell-surface proteins that could distinguish between ES cells and EpiSC as this would allow unambiguous identification and quantification during the process of cell conversion.

Our proteomic analysis and subsequent validation by antibodies identified nine cell-specific membrane proteins that are expressed by either ES cells or EpiSC: Pecam1, Pvrl3, and Cd81 antigen for ES cells; Notch3, Cd40 antigen, Cdh10, Sirpa, Cd47 antigen, and Cdh2 for EpiSC (Figures 3A and 3B).

We applied established cell culture conditions to drive the conversion of ES cells into EpiSC (Guo et al., 2009; Zhang et al., 2010). Changes in cell fate during this process were monitored by flow cytometric analysis of Pecam1, Cd81, and Cd40. The flow analysis revealed a progressive change in cell phenotype, whereby ∼75% of cells had downregulated ES cell markers by day two (Figure 3C). By day five, cells were indistinguishable from embryo-derived EpiSC by flow cytometry (Figure 3C). The cells could be maintained in EpiSC culture conditions and revealed a gene expression profile highly similar to EpiSC (Figure 3C), thereby confirming successful cell conversion. These experiments also provided important validation of the identified protein markers and their suitability for analyzing ES cell to EpiSC differentiation.

EpiSC to ES cell reprogramming is an inefficient process (∼1% in published studies) (Guo et al., 2009) and is therefore dependent on the accurate detection and isolation of reprogrammed cells. We transferred *Nanog*-expressing EpiSC into stringent ES cell conditions (termed 2i/LIF) and used flow cytometry to detect the appearance of reprogrammed ES cells. We found that an antibody combination of Pecam1 together with Cd47 or Cd40 provided the most robust readout. Reprogrammed cells (defined here as Pecam1 positive and Cd47 negative) were detected on day nine and this population increased to ∼1%–5% on day 13 (Figure 3D). Each cell population was isolated by flow cytometry and their gene expression profile was analyzed using qRT-PCR. Reprogrammed cells showed expression of ES cell factors *Esrrb*, *Klf2*, and *Fbox15* at similar levels to embryo-derived ES cells and had downregulated EpiSC factors *Fgf5*, *Cer1*, and *T*, suggesting successful reversion (Figure 3E). To test this further, we used flow cytometry to purify reprogrammed cells and transferred the cells into 2i/LIF conditions. The reprogrammed cells formed compact ES cell-like colonies, which were positive for alkaline phosphatase activity and expressed the ES cell factor Klf4, thereby confirming their cellular identity (Figure 3F). In contrast, EpiSC that failed to reprogram (defined here as Pecam1 negative and Cd47 positive) did not upregulate ES cell gene expression profiles or form alkaline phosphatase positive colonies in 2i/LIF (Figures 3E and 3F). Instead, these cells showed upregulation of neural markers *Nestin* and *Pax6* (Figure 3E), which is consistent with a previous study that showed neural induction after EpiSC treatment with FGF inhibitors (Greber et al., 2010). Lastly, we examined whether the cells had undergone epigenetic reprogramming by examining the methylation status of the *Dppa3* (also known as *Stella*) promoter region, which is highly methylated in EpiSC and unmethylated in ES cells (Hayashi et al., 2008). Bisulphite sequencing revealed that reprogrammed cells isolated by flow cytometry on day 12 had an unmethylated *Dppa3* promoter, whereas EpiSC that failed to reprogram remained fully methylated (Figure 3F). The reprogrammed cells, therefore, share molecular features with ES cells and not with EpiSC. Taken together, these studies have identified a panel of cell-surface protein markers that are able to distinguish ES cells and EpiSC during differentiation and reprogramming. These results now enable the accurate detection and isolation of specific cell populations without the need to use transgenic reporter cell lines.

### Identified Cell-Surface Proteins Are Expressed in Lineage-Appropriate Manner In Vivo

Better understanding of the molecular determinants of cell fate decisions and the precise timing of lineage restriction during early embryo development is essential for effective use of stem cells. Progress toward understanding these issues is contingent on the ability to prospectively isolate and characterize each cell lineage directly from blastocysts; however this remains a major technical challenge. Our panel of validated ES, TS, and XEN cell-surface proteins and antibodies present an opportunity to establish conditions that could enable these new approaches.

We investigated whether the identified cell-surface proteins were expressed by their in vivo tissue of origin. Embryos were examined by immunofluorescence and costained with known lineage markers Nanog, Oct4, Cdx2, and Gata6 to verify the identity of each cell type (Figure 4A). In embryonic day E4.5 blastocysts, ES cell markers Pecam1, Cd81, Plxna4, and Pvrl3 localized to the cell surface of EPI with no signal detected in PE or TE (Figure 4A). XEN cell proteins Pdgfrα and Dpp4 were restricted to PE with no expression detected in EPI or TE, and TS cell proteins Cdcp1, Ggt1, and Scarb1 localized specifically to TE (Figure 4A). Curiously, Robo2 and Cd40 were not detected at this stage of development (Figure 4A). We therefore examined E5.5 embryos and found that the XEN cell protein Robo2 was expressed by parietal endoderm cells, which are a specific cell type derived from PE (Figure 4B). In addition, the TS cell protein Cd40 was detected throughout the trophoblast of E5.5 embryos, thereby revealing a strong stage-specific expression pattern (Figure 4B). Cd40 is also a protein marker of EpiSC, and consistent with this, we detected cell-surface expression of Cd40 in EPI at E5.5 (Figure 4B). Further examination of additional EpiSC protein markers revealed Sirpa, Notch3, Cdh2, and Cd47 localized specifically to EPI at E5.5 (Figure 4B). In contrast, ES cell proteins Pecam1, Plxna4, and Pvrl3 were not detected in E5.5 embryos (data not shown), confirming that the stage-specific fidelity of protein markers that are able distinguish between ES cells and EpiSC in vitro are also maintained in vivo. Overall, the results validate our approach of using cell lines as models for identifying proteins in cell-types that are not directly amenable to proteomic studies, such as tissues in the early embryo. Sixteen proteins that we identified using the stem cell lines were expressed by the expected embryo lineage, thus revealing previously unappreciated expression patterns in the embryo and also providing potential cell-surface markers for prospective cell isolation.

### Prospective Isolation of Lineage-Specific Cells Directly from Blastocysts by Flow Cytometry

We next examined whether it is possible to sort E4.5 blastocysts into separate lineages using the protein/antibody combinations identified (Figure 5A). To achieve this, there were several significant technical hurdles to overcome. We first determined conditions that could dissociate blastocysts into single cells while maintaining cell viability (see Experimental Procedures). Batches of 30–50 embryos were processed per experiment and ∼25% of cells were recovered after single cell dissociation (∼5–15 cells from each blastocyst). Cells were labeled with antibodies and subjected to flow cytometry. Cell viability was ∼70% (based on propidium iodide staining) and ∼30% of cells were recovered after flow cytometry. An unbiased computational analysis of the flow cytometry data defined three distinct cell populations from blastocysts, based upon the fluorescent intensity of each antibody (Figure 5B). We noticed that the proportion of TE cells was reduced from ∼75% in the blastocyst to ∼15% of cells after flow cytometry, with the remaining cells comprising equal proportions of EPI and PE (Figure S3A). The reduction in TE number was due to the difficulty in obtaining single viable cells, however despite the lower numbers, sufficient TE cells were obtained for analysis in each flow cytometry experiment. These data indicate that each cell lineage had been successfully isolated, thereby representing a significant advance in our ability to analyze specific cell types within the early embryo.

To confirm the lineage identity of each cell population, we sorted E4.5 blastocysts by flow cytometry and subjected individual cells within each population to quantitative gene expression analysis using the BioMark Fluidigm System. Principle component analysis revealed that Pecam1-positive (n = 25), Pdgfrα-positive (n = 23), and Cdcp1-positive (n = 15) cells formed three distinct clusters and each cell type could be unambiguously identified based upon expression levels of known EPI, PE, and TE genes (Figures 5C and 5D; Figure S3B). The clear separation of lineage-specific transcription factor expression suggests that each cell lineage is fully segregated in blastocysts at E4.5. These data also provide an estimate of the error rate during cell sorting. One EPI cell was falsely allocated into the PE population, and one TE cell that was falsely sorted into the EPI population, resulting in an error rate of ∼4%. An alternative combination of antibodies, including Cd81 and Dpp4, showed a similar trend in lineage-specific gene expression levels but the cell populations were less distinct (Figure S3C).

Lastly, we assessed whether cells isolated from E4.5 blastocysts by flow cytometry were viable, as this would enable sorted cells to undergo functional assays. To test this, each sorted cell population was transferred separately into ES, TS, and XEN cell derivation conditions. Importantly, cells isolated from all three lineages remained viable after 96 hr in culture. Differences in stem cell derivation efficiency between each isolated population also provide insight into the lineage restriction of each blastocyst cell type. ES cell colonies emerged from the Pecam1 population (EPI cells; efficiency of 19%) but no ES cell colonies developed from Cdcp1 (TE cells) or Pdgfrα (PE cells) populations (Figure 5E). Conversely, numerous XEN cell colonies emerged from the Pdgfrα population (efficiency of 17%), but only one XEN cell colony from Pecam1 cells (efficiency of 1.6%) and none from Cdcp1 cells (Figure 5E). From Cdcp1-positive cells, we obtained one TS cell colony (efficiency of 1%), whereas no TS cells emerged from Pecam1 or Pdgfrα-positive cells (Figure 5E). The low derivation efficiency of TS colonies from Cdcp1-positive cells is not unexpected, as even established TS cell lines have lower clonal efficiency than ES and XEN cells (data not shown). These data confirm that cells remain viable after embryo dissociation and flow cytometry, thereby enabling functional studies to be applied. Furthermore, each cell type only gave rise to the appropriate stem cell lineage, indicating that EPI, PE, and TE are lineage restricted in E4.5 embryos even when transferred into conditions that are strongly selective for alternate stem cell lineages.

## Discussion

We have developed a proteomic and bioinformatic strategy to discover cell-surface proteins that are present on embryo-derived stem cells, using an established cell-surface labeling strategy (Borgia et al., 2010; Faça et al., 2008; Schliemann et al., 2010). We then screened a large panel of antibodies and found 27 cell-surface proteins with lineage specificity. Each of the four stem cell lines derived from the early mouse embryo now has a defined cell-surface protein signature. We applied this set of proteins/antibodies to several critical problems currently encountered during in vitro differentiation and reprogramming. Examination of ES cell to XEN cell differentiation, and ES cell to EpiSC interconversion, confirmed the utility and specificity of our protein markers and extended our understanding of these cellular processes. In regards to ES cells and EpiSC, previous studies relied on transgene expression or the judgment of cell morphology to detect reprogrammed cells during EpiSC to ES cell conversion (Bao et al., 2009; Greber et al., 2010; Guo and Smith, 2010; Guo et al., 2009; Hall et al., 2009a; Hanna et al., 2010; Silva et al., 2009; Theunissen et al., 2011; Zhang et al., 2010). Here, we present cell-surface markers that can distinguish these two closely related pluripotent cell types. It is likely that the identified protein markers could also be used to study other reprogramming events, such as the conversion of somatic cells to induced pluripotent stem cells, which closely resemble ES cells (Yamanaka, 2007).

Identifying mechanisms that regulate lineage restriction in the embryo is essential for understanding cell fate decisions during development and for improved control over stem cell differentiation. Characterization of early embryo cells is also important for providing a baseline to which cells can be compared after reprogramming in order to better define their cellular phenotype (Rossant, 2008). In keeping with these concepts, we show that the majority of the cell line-specific proteins are expressed in a lineage-appropriate manner in early mouse embryos. Our proteomic resource also contains information on the differences in expression of important cell-surface ligands and receptors that can be mined to understand lineage development, differentiation and reprogramming. In particular, interactions between cell-surface proteins and extracellular ligands are key to regulating cell behavior. Among the candidate proteins detected, the expression of multiple Ephrin receptors in ES cells (Epha2/4, Ephb2/3/4) and the Slit receptor Robo2 in the XEN cells is particularly intriguing, considering their known roles in guidance, migration and control of stem cell proliferation (Brose and Tessier-Lavigne, 2000; Genander and Frisén, 2010). This could suggest a potential role for Ephrin and Slit pathways during the process of cell sorting that occurs during EPI and PE segregation in the blastocyst (Plusa et al., 2008). In addition, identification of CUB domain-containing protein 1 (Cdcp1) as a trophoblast-specific cell-surface protein raises the possibility that Cdcp1 may be converting extracellular information into intracellular signaling pathways, which is a key role for Cdcp1 in other epithelial cell types (Wortmann et al., 2009). Thus, our proteomic resource will provide a valuable set of protein targets for future studies.

Gene expression profiles of EPI, TE, and PE have been obtained by retrospective analyses of individual cells after blastocyst disaggregation (Guo et al., 2010; Kurimoto et al., 2006). These studies revealed that cells from each lineage in the blastocyst could be distinguished according to their expression profiles. Our demonstration of prospective sorting of EPI, TE, and PE cells has several major advantages, including a priori classification of cell types, grouping of cells for population studies and the recovery of viable cells for functional characterization. This approach enabled us to quantify gene expression levels of key transcription factors during lineage specification and to perform functional in vitro assays to demonstrate that cells expressing EPI, PE, or TE markers in blastocysts at E4.5 were lineage restricted. Our results are consistent with current models of mouse development (Bruce and Zernicka-Goetz, 2010; Lanner and Rossant, 2010) and reveal that full segregation of EPI, PE, and TE cells has occurred by E4.5. This methodology enables direct access to the individual cell lineages of the early embryo and isolation of viable lineage progenitors. Further analysis of single cells by RNA sequencing and chimera formation should accelerate investigation of early mammalian development.

The proteomic strategy described here should be broadly applicable to other developmental and stem cell systems, especially when combined with current large-scale efforts to generate antibody libraries (Uhlén et al., 2005). Future work to enhance our proteomic resource could include alternative methodologies, including affinity capture of glycosylated cell-surface proteins (Wollscheid et al., 2009), to obtain a comprehensive overview of cell-surface markers. In addition, cell-surface protein data sets could be integrated with phosphoproteomic analysis of intracellular proteins (Phanstiel et al., 2011) to generate a detailed understanding of signaling pathways that regulate self-renewal and differentiation.

## Experimental Procedures

### Cell Lines

ES cell lines R1 (129X1 × 129S1; passages 12–16) (Nagy et al., 1993) and E14TG2a (129P2/OlaHsd; passages 18–22) (Hooper et al., 1987), TS cell lines F4 (Institute for Cancer Research [ICR]; passages 12–16) and Rosa (ICR [Gt(ROSA)26Sor / +]; passages 8–12), and XEN cell lines A4 (ICR; passages 10–14) and E4 (ICR; passages 12–15) were derived from E3.5 blastocysts and cultured in the absence of feeder-cells as previously described (Rugg-Gunn et al., 2010). EpiSC lines 129S2 (passages 14–20) and B2 (ICR; passages 8–16) were derived as described (Brons et al., 2007). EpiSC were cultured in N2B27 media (Ying and Smith, 2003) supplemented with 10 ng/ml Activin A and 12 ng/ml bFGF on fibronectin or irradiated mouse embryonic fibroblasts.

*Sox17*-inducible ES cells were generated by electroporation of R1 ES cells with 5 μg of PB-TET-Sox17, 5 μg pCAG-rtTA-Puro, and 100 ng pCAG-PBase (Wang et al., 2008b) followed by puromycin selection (1.25 μg/ml). To induce extraembryonic endoderm differentiation, *Sox17*-ES cells were treated for 12 days with 100 ng/ml doxycycline (Sigma) in ES cell media.

ES cell to EpiSC conversion was accomplished by transferring 50,000 ES cells into one well of a 6-well plate, precoated with fibronectin, in EpiSC media. Media was changed daily and cells passaged after four days. EpiSC to ES cell reprogramming was performed by transferring 500,000 *Nanog*-EpiSC into one well of a six-well plate, precoated with irradiated mouse embryonic fibroblasts, in ES cell media supplemented with 1 μM PD0325901, 3 μM CHIR99021, 1000 U/ml LIF, and 1,000 ng/ml doxycycline (Sigma). *Nanog*-overexpressing EpiSCs (129S2 line) were generated using Lipofectamine 2000 (Invitrogen) and 1 μg of PB-TET-Nanog-ires-GFP, 1 μg pCAG-rtTA-Puro, and 2 μg pCAG-PBase (Wang et al., 2008b) followed by puromycin selection (1.2 μg/ml).

### Mouse Embryos

Embryos were collected at appropriate time points from timed natural matings of ICR outbred mice. Preimplantation embryos were flushed from uteri at E3.5 with M2 media (Millipore). E4.5 embryos were obtained by culturing E3.5 embryos for 24 hr in KSOM supplemented with amino acids (Millipore) at 37°C in 5% CO_2_. E5.5 embryos were dissected from decidua in PBS. All animal work was carried out following Canadian Council on Animal Care Guidelines for Use of Animals in Research and Laboratory Animal Care under protocols approved by the Toronto Centre for Phenogenomics Animal Care Committee.

### Sample Preparation, MudPIT Analyses, and Protein Identification

In situ biotinylation of ES, TS, XEN, and EpiSC was carried out as previously described (Roesli et al., 2006). Sample preparation, digestion, MudPIT analyses and protein identifications were as previously described (Elschenbroich et al., 2009; Taylor et al., 2009). Experimental procedures are detailed in Supplemental Experimental Procedures.

### Flow Cytometry of Cell Lines and Blastocysts

Single-cell suspensions of ES, TS, XEN, and EpiSC were obtained by dissociating with 0.05% trypsin or cell dissociation buffer (Invitrogen) at 37°C. Blastocysts (typically 30–50 per experiment) were treated with acid Tyrode's solution to remove the zona pellucida, then incubated in 2 mg/ml collagenase IV for 20 min at 37°C, followed by Hanks'-based cell dissociation buffer (Invitrogen) for 20 min on ice, then manually dissociated into single cells using a finely pulled glass capillary. Cells were incubated with primary antibody (Supplemental Experimental Procedures) in staining buffer (2% FBS in PBS) for 30 min on ice. Cells were washed once with staining buffer, incubated with secondary antibody in staining buffer for 30 min on ice and washed once in staining buffer. Cells were suspended in 0.2 μg/ml propidium iodide in staining buffer.

For ES, TS, and XEN cell derivation, embryo cells were sorted into ES cell media (Lanner et al., 2010) supplemented with 1 μM PD0325901, 3 μM CHIR99021, and 1000 U/ml LIF (Ying et al., 2008) or TS/XEN cell media (Rugg-Gunn et al., 2010) supplemented with 30 ng/ml FGF4 and 1 μg/ml heparin.

Flow cytometry was performed at the Sickkids - UHN Flow Cytometry Facility using a Becton Dickinson LSR II and Dako Cytomation MoFlo. At least 10,000 final events were recorded for each flow cytometry analysis.

### Gene Expression Analysis

Single cell gene expression analysis was performed using 48.48 Dynamic Arrays on the BioMark System (Fluidigm). Individual cells were flow sorted directly into 5 μl RT-PreAmp Master Mix, containing CellsDirect 2× Reaction Mix (Invitrogen), 0.2× assay pool of recommended TaqMan GeneExpression Assays (20×, Applied Biosystems), and RT/Taq Enzyme (CellsDirect qRT-PCR kit, Invitrogen). Cell lysis, sequence-specific reverse transcription (50°C for 20 min) and sequence-specific amplification (18 cycles of: 95°C for 15 s, 60°C for 4 min) were performed immediately following flow sorting. The preamplified product was diluted 5-fold before being analyzed on 48.48 Dynamic Arrays on the BioMark System with TaqMan GeneExpression Assays (Applied Biosystems). Ct values were calculated using Biomark's Real-time PCR Analysis software. Each reaction for each plate was filtered by using the pass fail quality control metric (Fluidigm) and normalized against *Actb*. Cells with low (*Actb* Ct value > 16) or absent amplification were excluded from the analysis. Reactions that failed due to quality or no product were set to the maximum observed Ct value plus 1. Data were rescaled by subtracting the observed Ct value from the maximum plus 1, which results in a positive scale of increasing value proportional to increasing transcript. Data were analyzed in R. Heat maps were made using the heatmap.2 function from the gplots package, principal component analysis was calculated using the prcomp function and plotted with the plot function.

RNA was extracted from bulk flow-sorted cells using Trizol (Invitrogen) and the RNeasy Micro kit (QIAGEN). RNA (1 μg for cell lines, or entire sample for blastocyst cells) was reverse transcribed using the QuantiTect Reverse Transcription Kit (QIAGEN) and subjected to quantitative PCR analysis as previously described (Rugg-Gunn et al., 2010).

### Statistical Analysis

We used t tests to calculate p values for the fold change difference between the membrane and nonmembrane fractions, based on spectral counts in the replicates for each fraction. p values were corrected for multiple testing using the Benjamini and Hochberg false discovery rate. Enrichment for gene ontology terms was examined using Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 software (Dennis et al., 2003). Enrichment value and Fisher's exact p value are indicated in the text. flowClust provides methods for identification of statistically distinct cell populations through modeling of cytometric data (Lo et al., 2009). Optimal models are determined using the Bayesian Information Criterion.

## Figures and Tables

**Figure 1:**
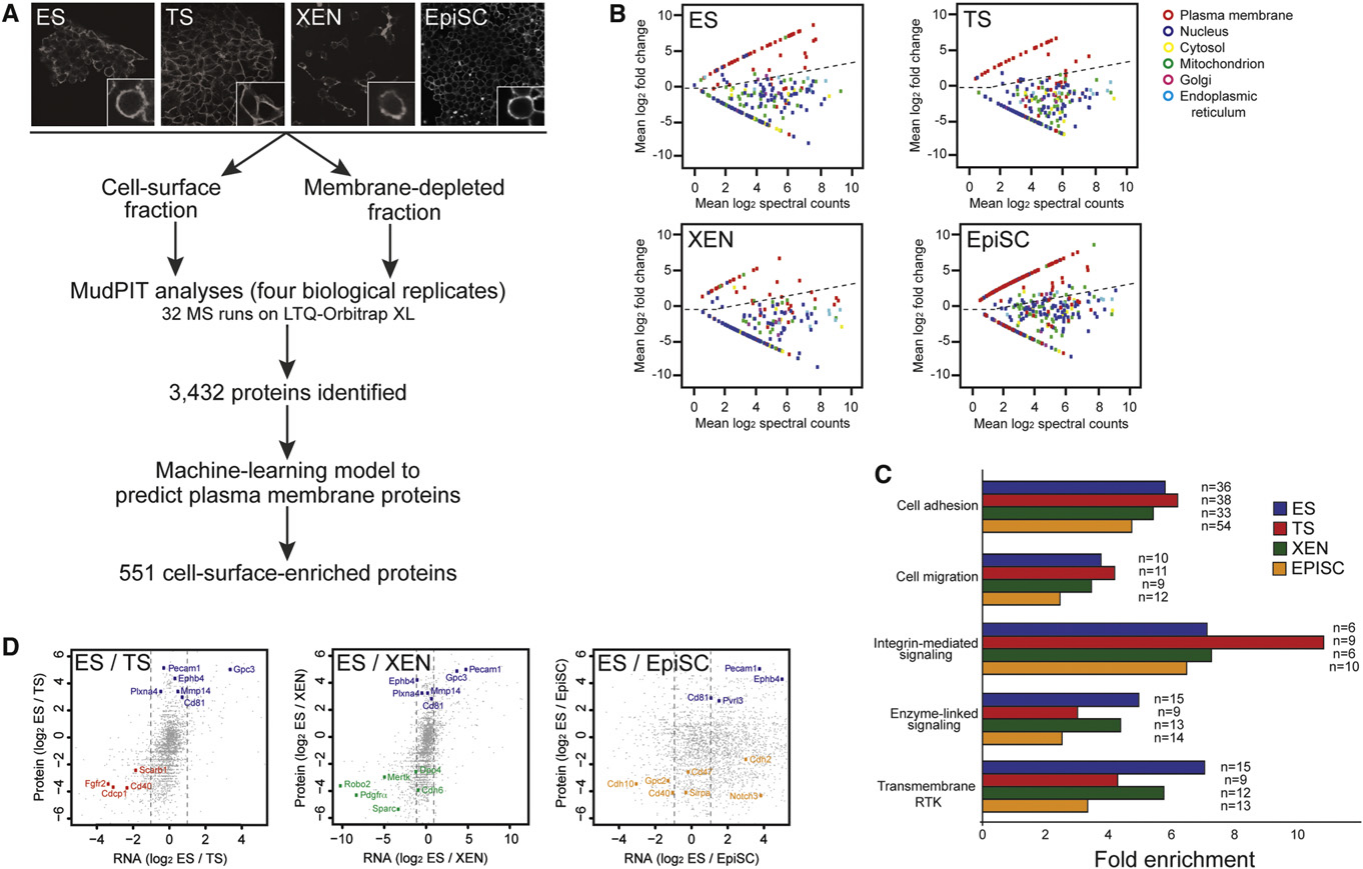
Mapping the Cell-Surface Proteome of Mouse Embryo-Derived Stem Cells (A) Experimental design used to identify cell-surface proteins. Immunofluorescent microscopy reveals that the biotin label is located at the cell surface in all four stem cell lines. See Table S1 for complete protein data set. (B) Scatter plots show mean fold difference in protein abundance based on spectral counting (log_2_ transformed) between the membrane-enriched fraction and whole-cell fraction on the y axis, and the mean protein abundance (log_2_ transformed) from both fractions on the x axis. The proteins displayed are those with GO annotations for cellular location and therefore not all proteins are shown. Dashed lines indicate ratios used to categorize proteins as belonging to the cell surface or not. (C) Functional classification of identified proteins reveals enrichment for biological processes associated with the cell surface. Fold enrichment is relative to whole genome annotations and are highly significant (p < 0.005, Fisher's exact test). See Table S3 for gene ontology data. (D) Scatter plots show difference in protein abundance based on spectral counting (log_2_ transformed; y axis) and RNA expression (log_2_ transformed; x axis) between cell lines for all proteins detected. See Table S4 for individual values. Left panel compares ES and TS cells; middle panel compares ES and XEN cells; right panel compares ES and EpiSC. Cell-surface proteins validated by antibody staining are highlighted. Dashed lines indicate 2-fold change in RNA expression between cell lines.

**Figure 2:**
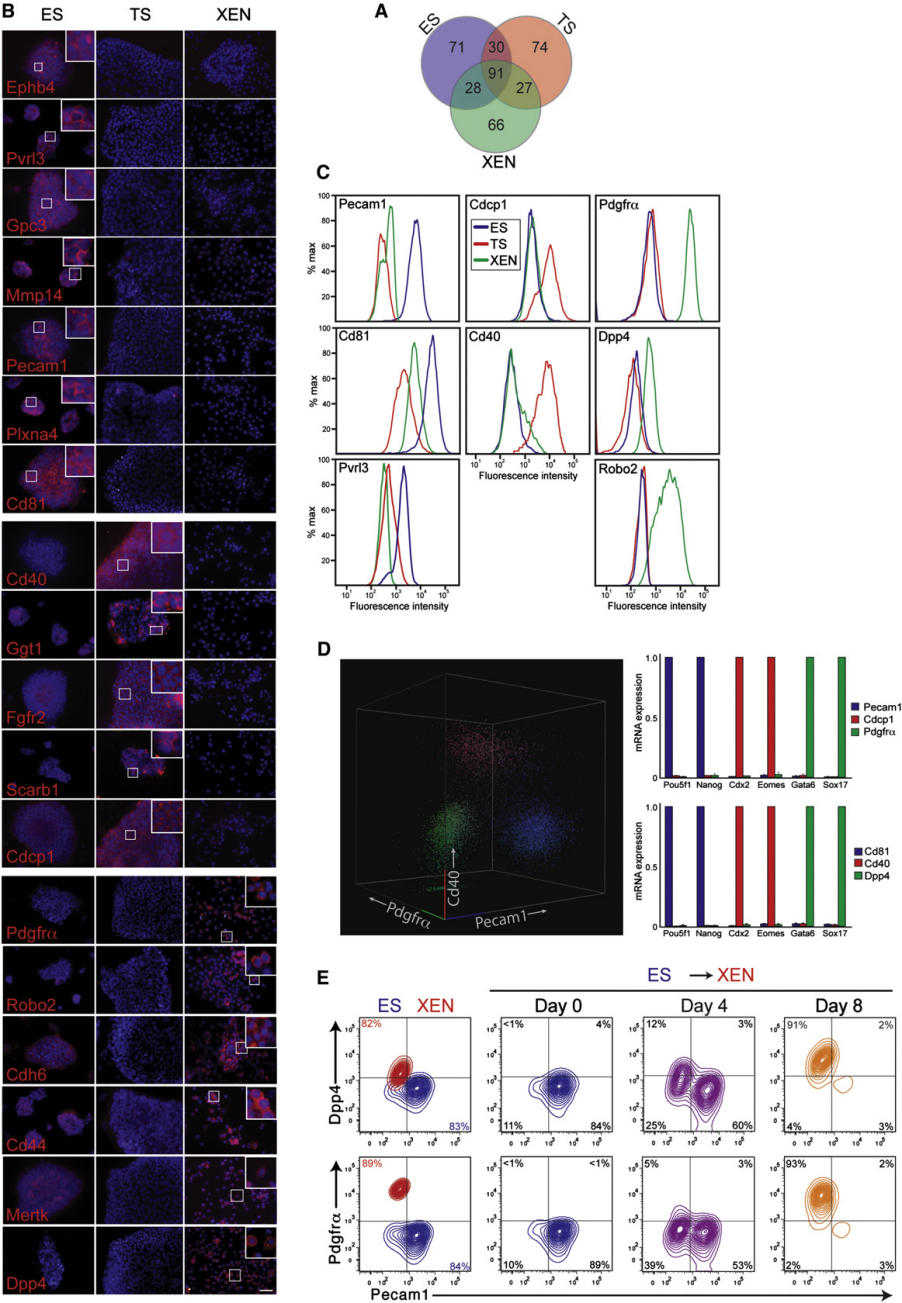
Identified Cell-Surface Proteins Can Be Used to Investigate Cell Fate Changes during Differentiation (A) Venn diagram showing overlap of all cell-surface proteins detected in ES, TS, and XEN cells. See Table S2 for a list of proteins within each category. (B) Immunofluorescent microscopy reveals the cellular localization and cell line specificity of candidate cell-surface proteins. Scale bar, 50 μm. (C) Flow cytometry histograms showing fluorescence intensity of eight cell-surface proteins in individual samples of ES (blue), TS (red) and XEN (green) cells. Data are presented as percentage maximum counts for each sample; 10,000 final counts were recorded for each sample. (D) Representative flow cytometry dot plot showing Pecam1, Cd40 and Pdgfrα expression in a mixed sample containing equal numbers of ES, TS and XEN cells. Cells were sorted by flow cytometry using a combination of antibodies against either Pecam1/Cdcp1/Pdgfrα (upper right) or Cd81/Cd40/Dpp4 (lower right). Sorted cells were analyzed by qRT-PCR for gene expression levels of known lineage-specific transcription factors. Pecam1 and Cd81-positive cells expressed high levels of ES-specific genes *Pou5f1* (also known as *Oct4*) and *Nanog*; Cdcp1- and Cd40-positive cells expressed high levels of TS-specific genes *Cdx2* and *Eomes*; Pdgfrα− and Dpp4-positive cells expressed high levels of XEN-specific genes *Gata6* and *Sox17*. Gene expression levels were normalized to the sample with highest expression. Error bars, SD (n = 3 biological replicates). See Figure S1C for unstained control samples and details of gates used in flow cytometry analysis. (E) ES cell to XEN cell conversion was induced by forcing *Sox17* expression in ES cells. Cell-surface markers of ES (Pecam1) and XEN (Dpp4 and Pdgfrα) were monitored by flow cytometry every four days. Additional cell-surface markers, in addition to validation of XEN cell conversion using qRT-PCR, are shown in Figure S2.

**Figure 3:**
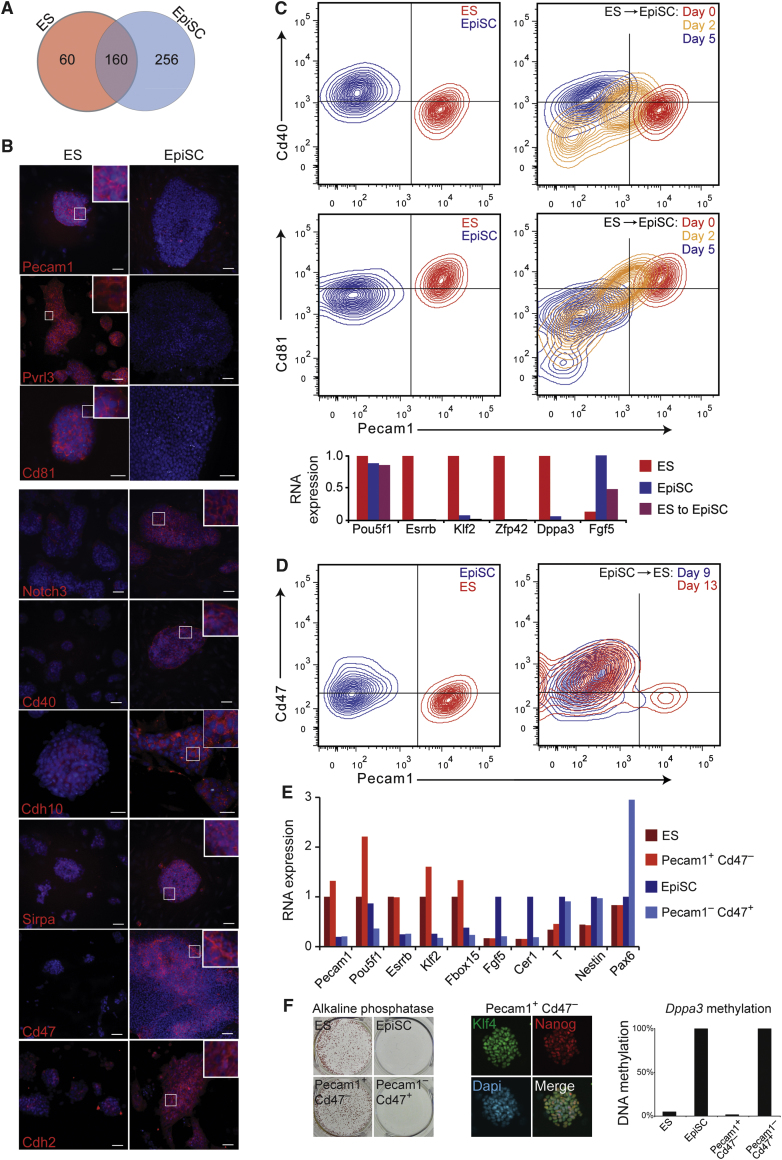
ES cells and EpiSC Can Be Identified and Isolated Using Cell-Surface Markers (A) Venn diagram showing overlap of all cell-surface proteins detected in ES cells and EpiSC. See Table S2 for a list of proteins within each category. (B) Immunofluorescent microscopy reveals the cellular localization and cell line specificity of candidate cell-surface proteins. Scale bar, 50 μm. (C) Flow cytometry contour plots show that ES cells and EpiSC can be distinguished by the cell-surface markers Pecam1, Cd40, and Cd81. The same protein markers allow monitoring of ES cell to EpiSC conversion. Confirmation of cell type by qRT-PCR analysis. (D) EpiSC to ES cell reprogramming was induced by forcing *Nanog* expression in EpiSC and transferring the cells into stringent ES cell conditions (2i/LIF). Changes in cell fate were monitored by flow cytometry using the cell-surface markers Pecam1 and Cd47. Reprogrammed cells (defined as Pecam1 positive and Cd47 negative) were detected on day nine (<0.5% of total population) and on day 13 (1%–5% of total population depending on the experiment). (E) Each cell population was isolated by flow cytometry on day 13 and subjected to qRT-PCR. Reprogrammed cells show similar gene expression profiles to ES cells, but not to EpiSC. (F) Isolated cell populations were transferred separately into media containing 2i/LIF (1,000 cells per well) and resultant colony outgrowths were assayed for markers characteristic of ES cells. Pecam1-positive/Cd47-negative cells displayed alkaline phosphatase activity and Klf4 protein expression, thereby confirming their conversion to an ES cell phenotype. In addition, cells were isolated by flow cytometry on day 12 and the DNA methylation status of the *Dppa3* (*Stella*) promoter was assayed by bisulphite sequencing.

**Figure 4:**
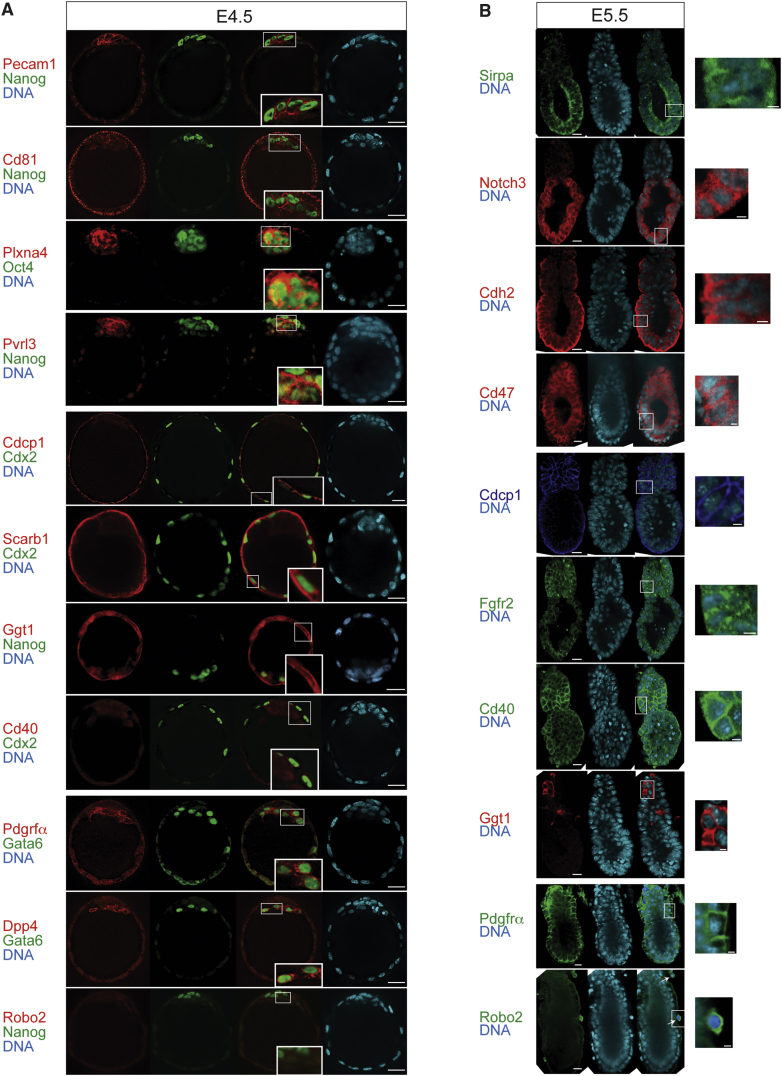
Immunofluorescent Confocal Microscopy of Candidate Cell-Surface Proteins in Mouse Embryos (A) At E4.5, Pecam1, Cd81, Plxna4, and Pvrl3 expression was restricted to Nanog/Oct4-positive EPI cells; Cdcp1, Scarb1, and Ggt1 to Cdx2-positive TE cells; and Pdgfrα and Dpp4 to Gata6-positive cells. Robo2 and Cd40 was not detected at this developmental stage. Scale bar, 20 μm. (B) At E5.5, Sirpa, Notch3, Cdh2, and Cd47 were expressed in EPI; Cdcp1, Fgfr2, Cd40, and Ggt1 in trophoblast; and Pdgfrα and Robo2 to visceral endoderm and parietal endoderm (arrows), respectively. Scale bar, 20 μm. Boxed sections indicate the enlarged regions (scale bar, 5 μm.). The visceral endoderm was removed from some E5.5 embryos to improve antibody accessibility to EPI and trophoblast tissues.

**Figure 5:**
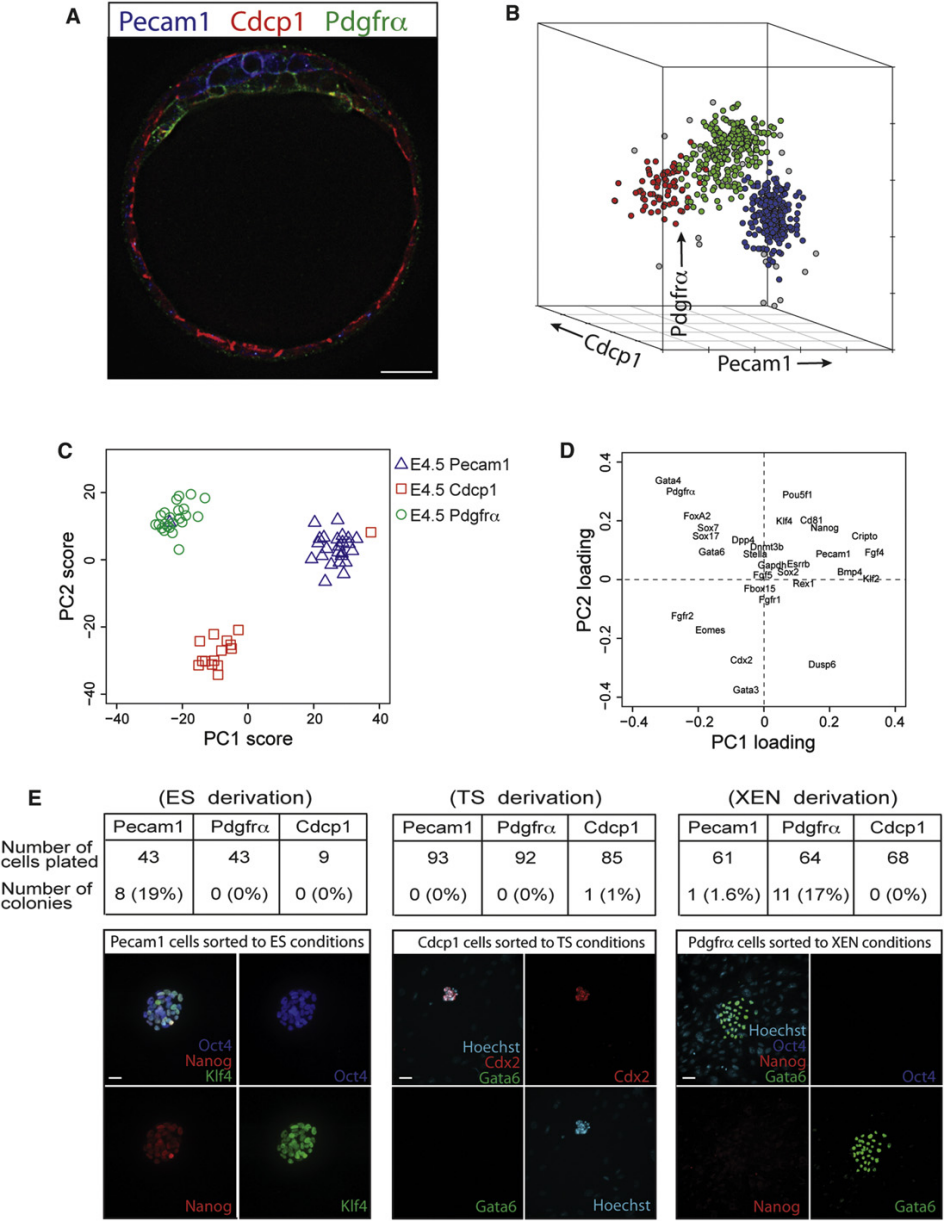
Prospective Isolation of Cell Lineages from Mouse Blastocysts by Flow Cytometry (A) Immunofluorescent confocal section of Pecam1 (blue), Cdcp1 (red), and Pdgfrα (green) in E4.5 blastocysts. Scale bar, 20 μm. (B) Flow cytometry dot plot showing Pecam1, Cdcp1, and Pdgfrα expression in cells isolated from E4.5 blastocysts. The combined data from three independent experiments are shown. Computational analysis of the flow cytometry data defined three distinct cell populations, colored blue, green and red; gray dots represent statistical outliers. (C) Principle component (PC) projections of single cell gene expression profiles. Cells (n = 63) were isolated from E4.5 blastocysts using antibodies to Pecam1, Pdgfrα, and Cdcp1. The first PC is able to discriminate between EPI and TE/PE, the second PC between TE and PE/EPI. (D) PC projections showing the contribution of each gene to the first two PCs. *Fgf4*, *Klf2*, *Cripto*, and *Nanog* are enriched in Pecam1-positive EPI, *Gata4*, *Sox17*, *FoxA2*, and *Gata6* are enriched in Pdgfrα-positive PE, and Gata3, *Cdx2, Eomes*, and *Fgfr2* are enriched in Cdcp1-positive TE. See Figure S3B for heat-maps of expression data. (E) E4.5 blastocysts were sorted by flow cytometry using a combination of Pecam1/Cdcp1/Pdgfrα antibodies and each cell population was separately plated into either ES, XEN, or TS cell derivation conditions. The resulting cell colonies were categorized as ES, TS, or XEN cells based upon expression of lineage markers. Scale bar, 50 μm.

**Table 1:** Functional Classification of the Plasma Membrane Proteins Identified in ES, TS, and XEN Cells

	Unique ES	Unique TS	Unique XEN	Multiple Cell Types
**Signal Transduction**				

Integrin	Itga9	Itga7; Itgb3; Itgb5	−	Itga3; Itga5; Itga6; Itgav; Itgb1; Ptk2; RhoA
FGF	Fgfr1	Fgfr2	Hhip	−
Wnt	Wntlrp1	−	−	Ctnnb1; Slc9a3r1
BMP	Gpc3	Htra1	−	−
TGF-β	−	Htra1	−	Spnb2
Hedgehog	−	−	Hhip	Ctnna1
Notch	−	Notch3	Adam10; Notch2	Ncstn
Insulin	−	Sorbs1	−	Insr
Phosphatase	−	−	−	Ptprb; Ptprf; Ptprg; Ptprk
G-protein	Lgr4; Lphn1; V1rc6	Gnaq	Ric8	Cd97; Gna11; Gna13; Gnai3; Gnas; Gnb2l1; Gnb1; Lphn2; Olfr54; Tacr1
Small GTPase	Pecam1	Rab13	Rheb; Sar1b	Arf1; Arf4; Arf5; Arf6; Arhgap1; Arhgdia; Gna13; Gnb1; Grb2; Rab5a; RhoA; RhoC; Rras2
Second messenger	Ncam1	Gnaq; L1cam	−	Gna11; Gnas; Gnb1; Gnb2l1; Slc9a3r1

**Cell-Cell Adhesion**				

	Enah; Pvrl2; Pvrl3	Arvcf; Cldn3; Dsc2; L1cam; Pkp2	Cdh6; Pdpn	Cadm1; Cdh3; Cdh5; Ctnnb1; Dsg2; Fat1; Icam1; Itga5; Itga6; Lgals1; Mcam; Myh9; Nrcam; Pcdh1; Pnn; Ptk7; Tek; Vasp

**Cell Migration**				

	Alcam; Enah; Epha4; Ephb2; Mmp14; Pecam1	Itgb3; L1cam; Scarb1; Shroom2	B4galt1; Gja1; Pdpn; Robo2	Col18a1; Enpep; Ephb3; Gab1; Gna13; Itga3; Itga6; Lama1; Lama5; Myh10; Nrcam; Pafah1b1; Podxl; Ptk2; Robo1; Rras2; St14; Tek; Vasp; Vcl

The plasma membrane proteins were grouped into signal transduction pathways, cell-cell adhesion, and cell migration functions according to their GO annotation. Given are the gene symbols of the proteins identified. Proteins shown were detected uniquely in one cell type or common to more than one cell type.

**Table 2:** Functional Classification of the Plasma Membrane Proteins Identified in ES Cells and EpiSC

	Unique ES	Unique EpiSC	ES and EpiSC
**Signal Transduction**			

Integrin	Itga9; RhoA	Adam17; Cd47; Itga1; Itgb4; Itgb5; Ptk2	Itga3; Itga5; Itga6; Itgav; Itgb1
FGF	−	−	Fgfr1
Wnt	−	Ror2	Ctnnb1; Lrp1^a^; Slc9a3r1
BMP	−	−	Gpc3
TGF-β	−	−	Spnb2
Hedgehog	−	−	Ctnna1
Notch	−	Adam17; Notch1; Notch2; Notch3	Ncstn; Nle1
Insulin	Insr	−	−
Phosphatase	Ptprb	Ptprd;	Ptprf; Ptprg; Ptprk
G-protein	Lphn1; V1rc6	Gna11; Gna13	Cd97; Gnai3; Gnas; Gnb1; Gnb2l1; Lgr4; Lphn2; Tacr1
Small GTPase	Arf6; Pecam1; RhoA	B230208h17rik; Gna13; Itsn1; Rab12	Arf1; Arf4; Arf5; Arhgap1; Arhgdia; Gnb1; Rab5a; Rab6; Rap1a; RhoC
Second messenger	−	Gna11; L1cam	Gnas; Gnb1; Gnb2l1; Ncam1; Slc9a3r1

**Cell-Cell Adhesion**			

	Pvrl3; Tek	Cdh2; Cdh4; Cdh10; Dsc2; Frem2; L1cam; Pcdh7; Pdpn; Ror2; Shroom3; Vasp	Cadm1; Cdh3; Ctnnb1; Dsg2; Enah; Fat1; Icam1; Itga5; Itga6; Lgals1^a^; Mcam; Myh9; Nrcam; Pcdh1; Pnn; Ptk7; Pvrl2

**Cell Migration**			

	Enpep; Epha4; Ephb2; Gab1; Mmp14; Pecam1; Tek	Cdh2; Cdh4; Erbb2; Gna13; Itga1; Kif5c; L1cam; Nfasc; Pdpn; Ptk2; Shroom2; Vasp	Alcam; Col18a1; Enah; Ephb3; Itga3; Itga6; Lama1^b^; Lama5; Nrcam; Pafah1b1; Podxl; Robo1; Scye1; St14; Vcl

The plasma membrane proteins were grouped into signal transduction pathways, cell-cell adhesion, and cell migration functions, according to their GO annotation. Given are the gene symbols of the proteins identified. Proteins shown were detected uniquely in one cell type or common to more than one cell type.

a EpiSC > ES by 20-fold.

b ES > EpiSC by 20-fold.

## Accession Numbers

Microarray data of ES, EpiSC, TS, and XEN cells have been submitted to Gene Expression Omnibus with the accession number GSE34799. The proteomic data associated with this manuscript may be downloaded from the Proteome Commons (http://www.proteomecommons.org) Tranche network using the following hash code: Er2VCY1Hc+WTIpmr4eqbkjPkSG4y26NVZK5oeAYAPGQbbO3Foi4Ha6eoOUPDdqvAXhjpl7a2J4J63YqtAZ+N1O4yuPEAAAAAAAB/BQ==.

## Supplemental Information

Document S1. Figures S1–S3 and Supplemental Experimental Procedures

Table S1. Complete Protein Data Set for ES, TS, XEN and EpiSC, Related to Figure 1A

Table S2. Final Cell-Surface Protein Data Set for ES, TS, XEN and EpiSC, Related to Figures 2A and 4A

Table S3. Gene Ontology Terms for Final Cell-Surface Protein Data Set and Membrane-Depleted Whole-Cell Fraction, Related to Figure 1C

Table S4. Protein and RNA Expression Data for All Proteins Detected in ES, TS, XEN, and EpiSC, Related to Figure 1D

# Supplementary material for: Cell-Surface Proteomics Identifies Lineage-Specific Markers of Embryo-Derived Stem Cells
**Source:** Dev Cell. 2012 Apr 17;22(4):887–901. doi: 10.1016/j.devcel.2012.01.005
**Supplement:** Document S1. Figures S1–S3 and Supplemental Experimental Procedures

Developmental Cell, Volume 22

Supplemental Information

Cell-Surface Proteomics Identifies

Lineage-Specific Markers

of Embryo-Derived Stem Cells

Peter J. Rugg-Gunn, Brian J. Cox, Fredrik Lanner, Parveen Sharma, Vladimir Ignatchenko, Angela C.H. McDonald, Jodi Garner, Anthony O. Gramolini, Janet Rossant, and Thomas Kislinger

Figure S1, related to Figures 2B, 2C and 2D	p. 2
Figure S2, related to Figure 2E	p. 3
Figure S3, related to Figure 5	p. 4
Table S1, related to Figure 1A	p. 5 (separate file)
Table S2, related to Figures 2A and 3A	p. 5 (separate file)
Table S3, related to Figure 1C	p. 5 (separate file)
Table S4, related to Figure 1D	p. 6 (separate file)
Supplemental experimental procedures	p. 7-15
Supplemental references	p. 16

Figure S1

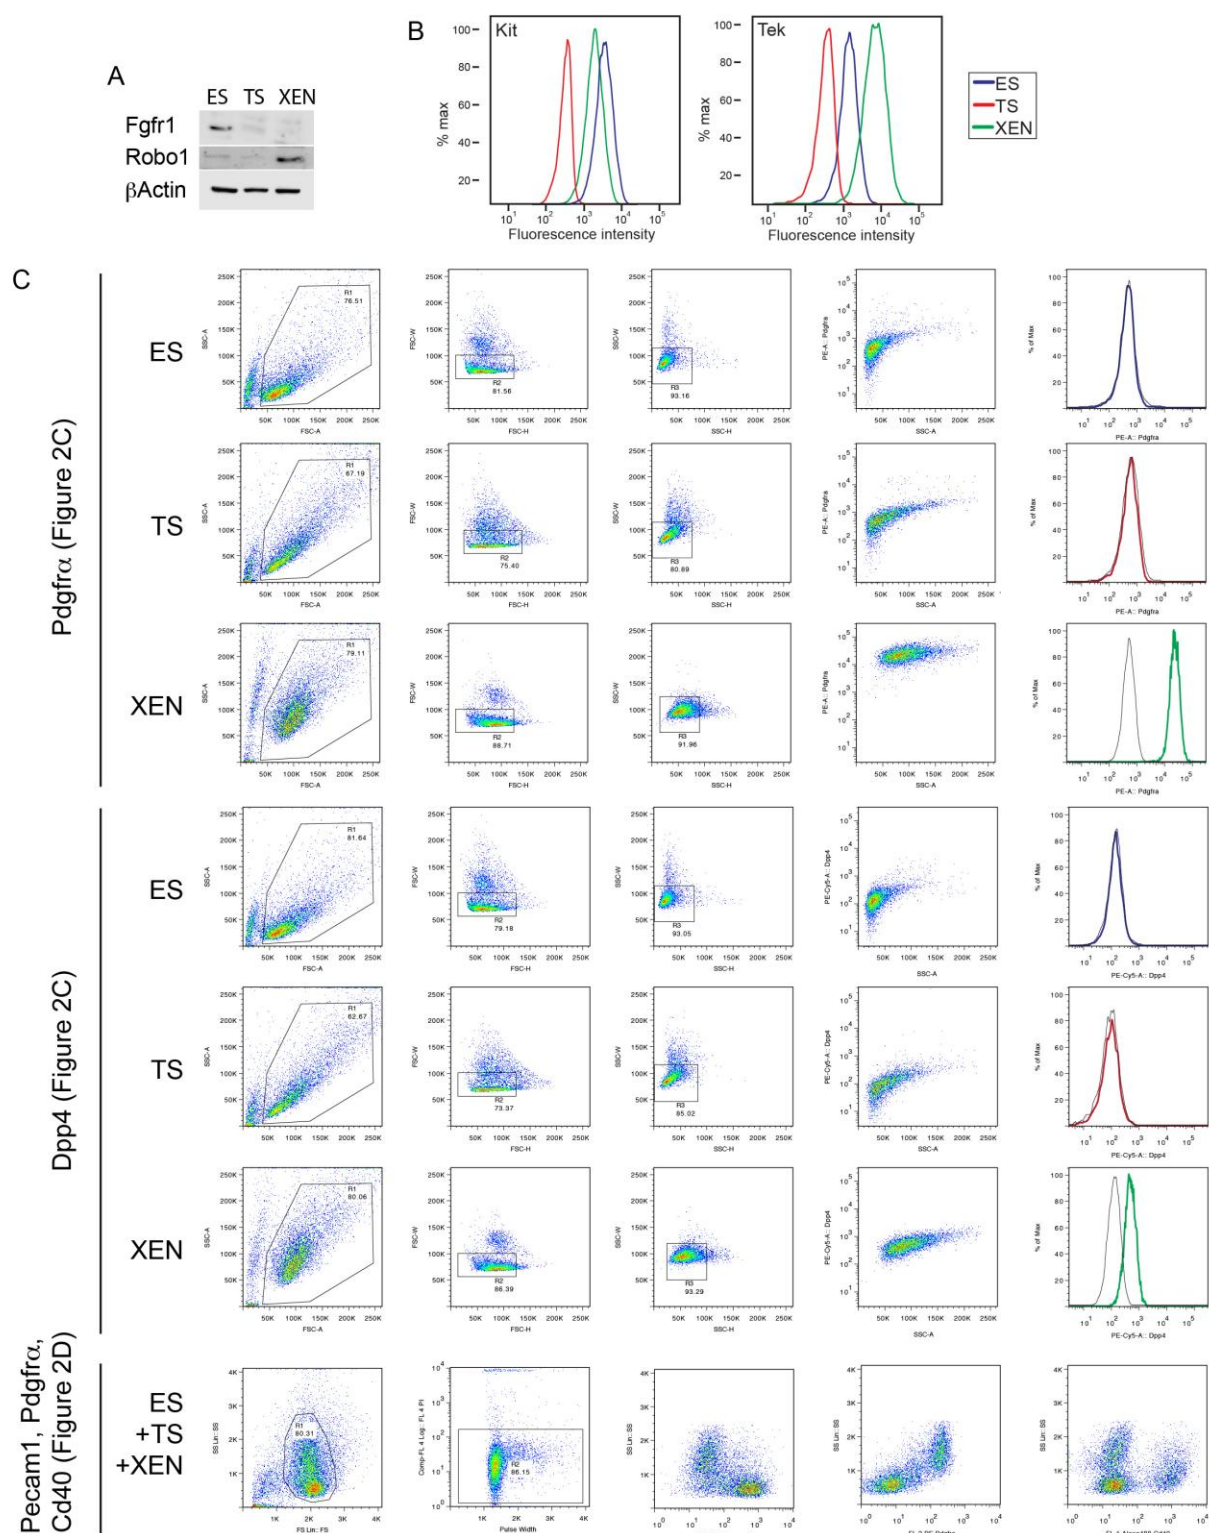

Figure S1, related to Figures 2B, 2C and 2D. Analysis of cell-surface proteins in stem cell lines. (A) Western blot demonstrating cell-specific expression of Fgfr1 (ES cells) and Robo1 (XEN cells). These antibodies failed to give a signal by immunofluorescence or by flow cytometry. (B) Flow cytometry validation of two proteins, Kit and Tek, which were detected by mass spectrometry in two cell lines (ES and XEN cells). These protein markers may be useful for negative TS cell selection. (C) Gates used for Figures 2C and 2D. Unstained controls are shown as black line in histograms.

Figure S2

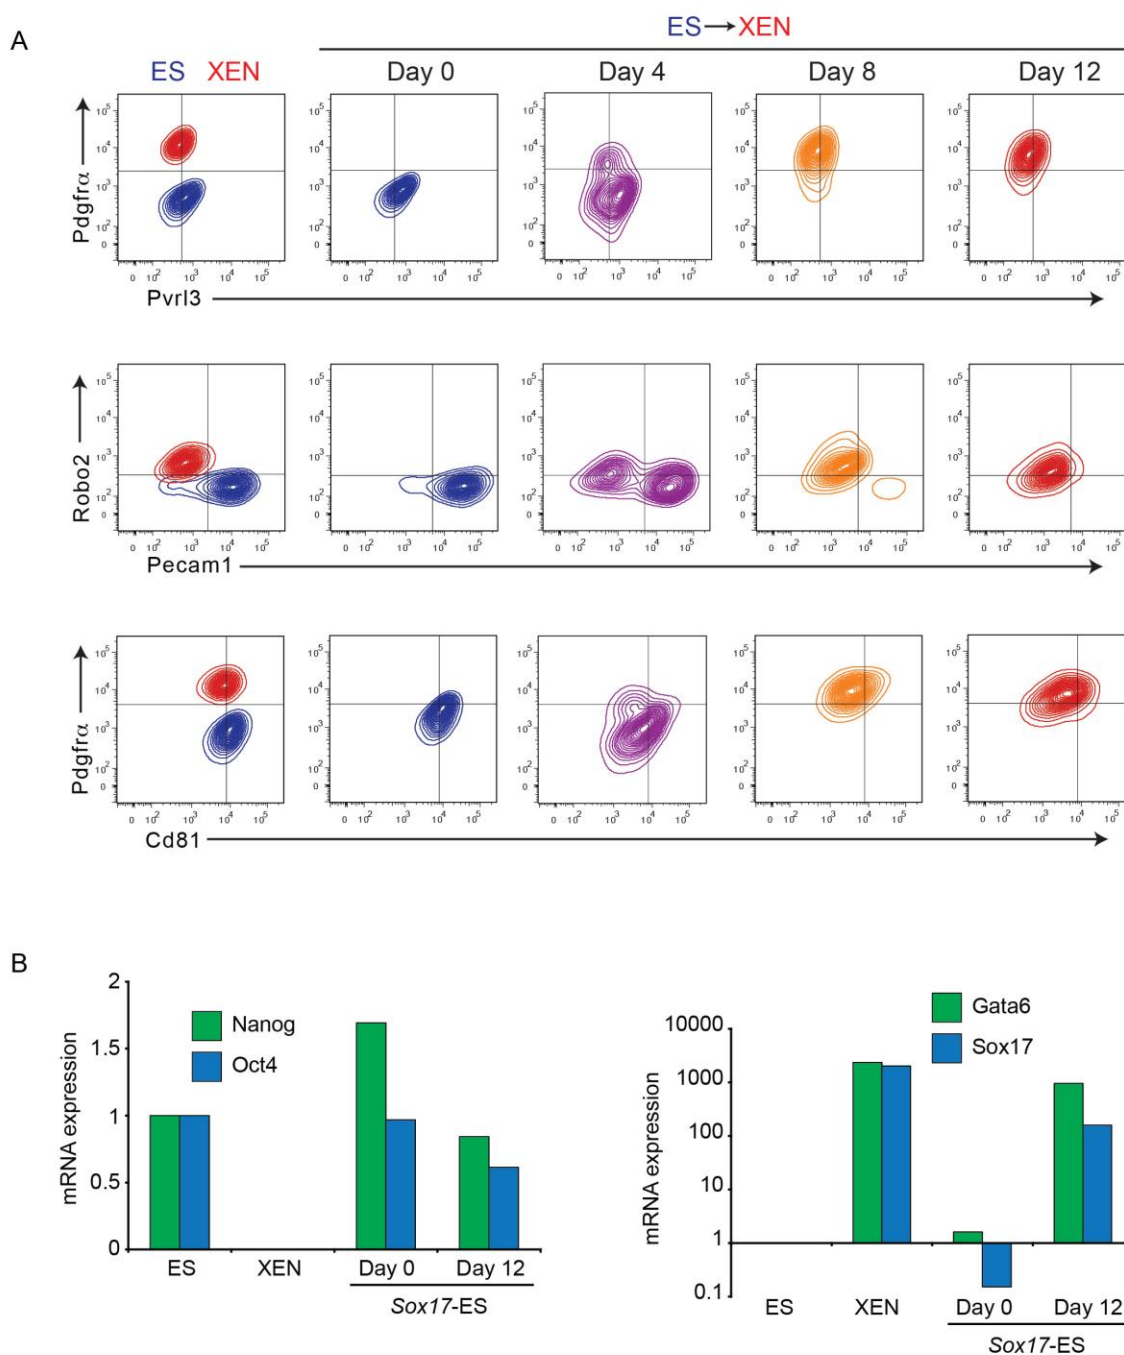

Figure S2, related to Figure 2E. Identified cell-surface proteins can be used to investigate cell fate changes during differentiation. ES cell to XEN cell conversion was induced by forcing *Sox17* expression in ES cells for 12 days. (A) Cell-surface markers of ES (Pecam1, Pvr13 and Cd81) and XEN (Robo2 and Pdgfra) were monitored by flow cytometry every four days. (B) qRT-PCR revealed that *Sox17* induction resulted in downregulation of ES cell factors *Nanog* and *Oct4*, and upregulation of XEN cell factors *Gata6* and *Sox17*. Similar results were obtained with a second *Sox17*-ES cell line (not shown).

Figure S3

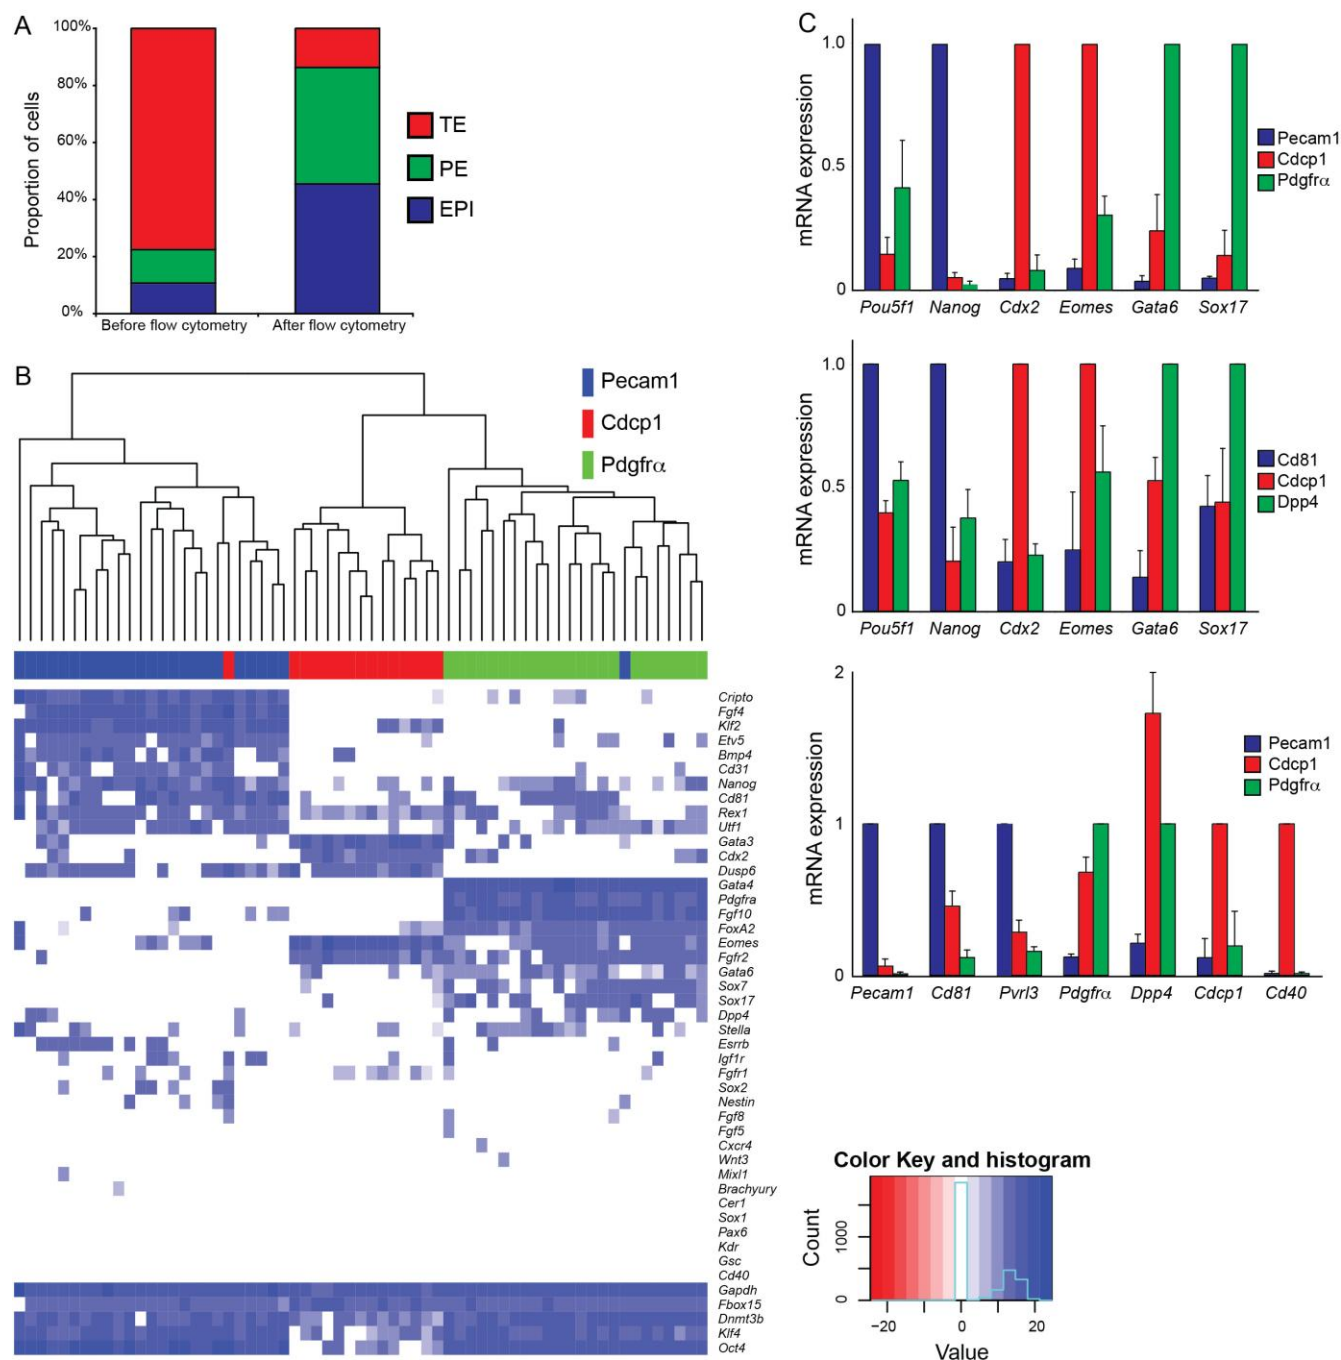

Figure S3, related to Figure 5. Gene expression profiles of EPI, TE and PE. (A) Loss of TE after embryo dissociation and flow cytometry. The proportion of EPI, PE and TE in unperturbed E4.5 embryos was measured using immunofluorescence for lineage-specific factors Nanog, Gata6 and Cdx2. After flow cytometry, the proportion of TE is reduced compared to EPI and PE. (B) Heat map of expression levels for 48 genes from 63 cells. Individual cells were flow sorted from E4.5 embryos into EPI (Pecam1 positive), PE (Pdgfr α positive) or TE (Cdcpl positive) and analyzed using the BioMark System. Cells clustered into EPI, PE and TE according to their gene expression profiles. (C) Cells isolated from E4.5 embryos were sorted by flow cytometry using a combination of antibodies against either Pecam1/Cdcpl/Pdgfr α or Cd81/Cdcpl/Dpp4 and analyzed by qRT-PCR for gene expression levels of known lineage-specific transcription factors and cell-surface proteins. Gene expression levels were normalized to the sample with highest expression. Bars, s.d. (n=2 biological replicates).

Table S1, related to Figure 1A. Complete protein data set for ES, TS, XEN and EpiSC.

(see accompanying Excel file)

Raw spectral counts for membrane-enriched (e.g. ES.1) and whole-cell fractions (e.g. ESH.1) are shown for all 32 MudPIT runs. Normalized mean values are indicated. As the replicates are paired no permutations of these ratios were made.

Table S2, related to related to Figures 2A and 4A. Final cell-surface protein data set for ES, TS, XEN and EpiSC.

(see accompanying Excel file)

Normalized spectral counts for membrane-enriched and whole-cell fractions are shown. Data are presented for all four cell lines together and also individually.

Table S3, related to Figure 1C. Gene ontology terms for final cell-surface protein data set and membrane-depleted whole-cell fraction.

(see accompanying Excel file)

Proteins predicted to be localized to the cell-surface were strongly enriched for functional classes that are characteristic of plasma membrane proteins, including transmembrane receptor tyrosine kinases, cell adhesion and cell migration. Gene ontology categories and terms are shown, along with the number (Count) and IPI designator (Genes) of genes within each term. Fold enrichment, Fisher exact P-value, and Bonferroni, Benjamini and FDR corrected P-values were calculated using the DAVID Bioinformatics Resource (<http://david.abcc.ncifcrf.gov/>).

Table S4, related to Figure 1D. Protein and RNA expression data for all proteins detected in ES, TS, XEN and EpiSC.

(see accompanying Excel file)

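The RNA columns of Table S4 give 1 array intensity per probe set and cell type on a linear scale, next to normalized spectral counts of the membrane-enriched and whole-cell fractions. The copy used here holds the first 1999 of 3832 lines, with 1970 probe sets. Its ES, TS and XEN columns are equal to the deposited intensities of those arrays, with largest differences of 0.05, 0.05 and 1 intensity units. The EpiSC column is not equal to the deposited EpiSC array, with a Spearman rho of 0.544 between them over 1921 probe sets, and was not used for the RNA values given beside the text. A gene such as Robo2, listed with 3.16 in ES cells and 3054 in XEN cells, therefore has its RNA on a different scale from its protein. Intensities are not counts of molecules, and values near 0 in these columns differ by large folds for small differences in signal, which is why 16 was added before folds were taken from the arrays.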

Normalized spectral counts for membrane-enriched and whole-cell fractions are shown, together with microarray values for all proteins detected. Cell-surface prediction column designates those proteins that are predicted to be at the plasma membrane.

Supplemental Experimental Procedures

Biotinylation of cell-surface proteins

In situ biotinylation of ES, TS, XEN and EpiSC was carried out as previously described (Roesli et al., 2006). In brief, plated cells were washed three times with ice cold phosphate buffered saline (PBS). Cells were then incubated with 150 μ M EZ-link sulfo-NHS-SS-Biotin (Pierce Biotechnology) for 5 min at room temperature. The biotinylation reaction was then terminated by the addition of 150 mM Tris-HCl. Cells were harvested by scraping the cells into PBS containing 150 μ M oxidised glutathione and collected by centrifugation at 1,000g. The cell pellet was washed once in PBS containing 150 μ M oxidised glutathione, then lysed for 30 min on ice in lysis buffer (2% NP-40, 2% SDS, 100 μ M oxidised glutathione and protease inhibitors; Complete, EDTA-free, Roche Diagnostics). Cell lysates were then cleared by centrifugation at 16,100g.

Protein Precipitation and Digestion

Biotinylated proteins were captured on streptavidin sepharose beads (Pierce Biotechnology). A slurry of 600 μ l of beads was washed three times in buffer A (1% NP-40, 0.1% SDS and 20 mM oxidised glutathione in PBS) and added to the cleared lysate and allowed to rotate for 2 hours at 4°C. Unbound proteins were removed by washing three times with buffer A, two times with buffer B (2 M NaCl, 0.1% SDS and 20 mM oxidised glutathione in PBS) and two times with 50 mM Tris-HCl. Proteins were eluted three times with 400 μ l of 5% β -mercaptoethanol in PBS for 30 min each at 37°C. 100 μ g of protein per sample, as determined by Bio-Rad protein assay (Bio-Laboratories), were precipitated in 10% TCA in acetone at -20°C overnight. Proteins were pelleted by centrifugation at 10,000g for 30 min, washed in 100% acetone and centrifuged at 10,000g for 30 min. The supernatant was decanted and remaining acetone evaporated at 37°C. The dried protein pellet was resuspended in 50 μ l freshly

prepared re-suspension buffer (8 M urea in 100 mM Tris pH8.5 containing 2 mM DTT) and placed in an incubator at 37°C for 30 min. Free thiol moieties were alkylated by adding iodoacetamide (final concentration 8 mM) for 2 h at 37°C. The sample was then diluted to a urea concentration of ~1.5 M with 100 mM ammonium bicarbonate buffer (pH8.5) and calcium chloride was added to a final concentration of 2 mM. Proteins were digested with a 1:40 ratio of proteomics grade trypsin (Promega) at 37°C overnight. Protein digestion was stopped by addition of 50 µL 2.5% TFA. For peptide concentration and removal of salts and detergents, samples were solid phase extracted using C18 MacroSpin Columns (The Nest Group) according to the manufacturer's instructions. Eluted peptide mixtures were vacuum dried and reconstituted with 40 µl 5% acetonitrile 0.1% formic acid.

Mass Spectrometry

A fully automated 9-cycle MudPIT was performed as described (Elschenbroich et al., 2009; Taylor et al., 2009). Briefly, a nano-HPLC (Proxeon Biosystems) was interfaced with an LTQ-Orbitrap XL mass spectrometer (Thermo Fisher Scientific), which is equipped with a nano-electrospray source (Proxeon Biosystems). An analytical column was made by pulling a 75 µm i.d. fused silica microcapillary (Innova-Quartz) column using a P2000 laser puller (Sutter Instruments). The column was then packed with ~7 cm of 5 µ Magic C18 100Å reversed phase material (Michrom Bioresources Inc.) with an in-house pressure vessel. A Kasil fritted pre-column (150 µm i.d.) was packed with ~4 cm of 5 µ Magic C18 100Å reversed phase material (Michrom Bioresources Inc) followed by ~4 cm of Luna® 5µ SCX 100Å strong cation exchange resin (Phenomenex) by means of an in-house pressure vessel. This vented-column set-up was placed in-line with the EasyLC system and connected via a microsplitter tee (Proxeon Biosystems) to which a distal voltage of 2.2 kV was applied. Acidified sample was then automatically loaded from a 96-well microplate autosampler using the EASY-nLC system. The sample loading was followed by a 120 min HPLC gradient consisting of buffer A (water/0.1% formic acid) and buffer B (acetonitrile/0.1% formic acid) at a flow of 400 nl/min, similar as recently reported

(Elschenbroich et al., 2009; Taylor et al., 2009). After the sample loading step, consecutive loading (“salt bumps”) of 8 μ l of 25 mM, 50 mM, 75 mM, 100 mM, 125 mM, 150 mM, 200 mM, and 500 mM NH_4Ac was followed by the same HPLC gradient as above.

We performed a total of 32 MudPIT runs: four runs for the membrane-enriched fraction and four runs for the membrane-depleted whole-cell fraction for each cell type.

The MS functions were controlled by the XCalibur data system (Thermo Fisher Scientific) and the chromatographic conditions by the Easy-LC software. All samples were analyzed on a LTQ-Orbitrap XL. The instrument method consisted of one MS full scan (400-1800 m/z) in the Orbitrap mass analyzer, an automatic gain control target (AGC target) of 500,000 with a maximum ion injection of 500 ms, 1 microscan and a resolution of 60,000 and using the preview scan option. Five data-dependent MS/MS scans were performed in the linear ion trap using the five most intense ions at 35% normalized collision energy. AGC targets for the LTQ were 10,000 with a maximum ion injection time of 100 ms. A minimum ion intensity of 1,000 was required to trigger a MS/MS spectrum. The dynamic exclusion was applied using a maximum exclusion list of 500 with one repeat count with a repeat duration of 30 seconds and exclusion duration of 45 seconds.

Protein identification

Raw data was converted to m/z XML using ReAdW and searched by X!Tandem against a locally installed version of a mouse IPI (<http://www.ebi.ac.uk/IPI>) protein sequence database (version 3.41, released March 18, 2009). The search was performed with a fragment ion mass tolerance of 0.4 Da, a parent ion mass tolerance of ± 10 ppm. Complete tryptic digest was assumed. Carbamidomethylation of cysteine was specified as fixed, and oxidation of methionine as variable modification. To estimate and minimize our false positive rate the protein sequence database also contained every IPI protein

sequence in its reversed amino acid orientation (target-decoy strategy) as recently described (Cox et al., 2009). In the current study we applied cut-off criteria resulting in 1.5-2.5% decoy protein identification per analysed sample type.

Proteomics data analysis

All data transformations and calculations were done using R scripts. Filtered proteomics data were stored as MySQL databases and merge with annotation information from other public databases. The spectral counts for all proteins in the data set were normalized by scaling to the global mean spectral counts. Replicates were then summed to generate a final table of spectral counts, used for quantitative comparisons. To calculate the fold change and associated false positive discovery corrected P-value the mean fold change of the four replicate membrane samples versus the four replicate membrane depleted whole cell extracts was calculated. The mean fold change and the distribution of the fold change values were then used to calculate a P-value, which was then corrected using the Benjamini-Hersberg false positive discovery rate correction (FDR).

Machine learning modeling of plasma membrane proteins

Prediction of transmembrane (TM) helices and signal peptides using protein annotation data has been used previously to segregate plasma membrane proteins from non-plasma membrane proteins (Nunomura et al., 2005). We applied this TM prediction method to our data set and assessed its performance using a subset ($n = 288$) of proteins with known locations retrieved from UniProt. This revealed that 49% of true plasma membrane proteins were selected as false positives due to the absence of a predicted TM helix. In particular, this resulted in the exclusion of many single pass TM proteins and GPI-anchored proteins. For our data, this approach generated a sensitivity of only 0.5 and a specificity of 0.9, and re-analysis of the Nunomura et al. (2005) data gave similar values (sensitivity = 0.6, specificity = 0.7). Thus, analysis of protein data sets using TM prediction models may introduce

bias towards multi-pass TM proteins at the expense of other plasma membrane localized proteins, resulting in low protein sensitivity.

To improve this analysis, we developed a novel integrated data mining strategy, which generated high-quality data with substantially improved sensitivity (0.85) and similar specificity (0.7) to the TM prediction analysis. Membrane-depleted whole-cell lysate data were generated and a decision stump machine learning model was applied to select a fold ratio of spectral counts of membrane-enriched / membrane-depleted whole-cell fractions. All machine learning analysis was done with the WEKA package. Cell-specific tables of mean fold change and $\log_2$ transformed spectral counts were generated. Gene ontology (GO) cellular component terms and molecular function terms were used to assign a cellular location (class) to each protein. The class was assigned only if it could be uniquely assigned to a single cellular component, otherwise it was categorized as mixed class. If no suitable annotation was found then the protein was categorized as unknown. Only GO annotation that had evidence codes for “inferred from direct assay” were taken. All proteins with a class other than plasma membrane were assigned to the class “other”. The training set was then split off from this table as all proteins with a spectral counts value greater than zero in either cell fraction (membrane-enriched or whole cell) and belonging to the class of other or plasma membrane. The remainders were the set of proteins to be predicted. Given the simple nature of the data set the machine learning method description stump was used with Bagging. A ten-fold cross validation procedure and a 66% split of the training set were both used to test the models. Class prediction values for each protein and cell line were then stored as a MySQL database and queried against a database of expression values with associated fold change and FDR corrected P-values to determine those proteins that were predicted to be plasma membrane and were statistically above the fold change cut off given by the model.

Immunofluorescence

ES, TS, XEN and EpiSC were grown on glass chamber culture slides (BD-Falcon). For visualisation of the biotin epitope, biotinylated cells were washed in PBS and fixed in 2% paraformaldehyde (PBS pH7.0). Cells were blocked with 5% FBS in permeabilization buffer (0.2% Tween-20, 0.5% Triton X-100 in PBS pH7.0) for 30 min and incubated with anti-biotin antibody (Jackson ImmunoResearch) in permeabilization buffer. Cells were washed three times with PBS and incubated with AlexaFluor 633-conjugated secondary antibody (Invitrogen). Images were collected by using a Leica DM IRBE inverted microscope equipped with a Leica TCS SP laser scanning confocal system. For visualisation of cell-surface proteins, cells were washed once in PBS and fixed in 2% paraformaldehyde (PBS pH7.0). Cells were blocked with 10% FBS in PBS for 1 hour and incubated with primary antibody in blocking buffer overnight at 4°C. Cells were washed three times with PBS and incubated with secondary antibody for two hours at room temperature. Nuclei were stained with Hoechst 33342 (1 µg/ml, Invitrogen). Images were collected using a Zeiss Aviovert 200M. Embryos were fixed in 2% paraformaldehyde (PBS pH 7.0) for two hours at 4°C, then permeabilised in 0.5% Triton X-100 in PBS for 15 min. Embryos were blocked in 5% FBS in PBS for one hour at room temperature and incubated with primary antibody overnight at 4°C. Embryos were washed three times with PBS and incubated with secondary antibody for two hours at room temperature. Nuclei were stained with Hoechst 33342 (1 µg/ml, Invitrogen). Images were collected on a Quorum spinning disc confocal microscope equipped with a Hamamatsu C9100-13 EM-CCD. The objective lens used was 25X water, NA=0.80. Optical section thickness ranged from 1-5 µm. Velocity software (Perkin-Elmer) was used to apply deconvolution algorithms to remove out of focus signal. ImageJ software was used to generate stacked images.

DNA methylation analysis of *Stella* promoter region

Genomic DNA from ~10,000 flow-sorted cells was bisulfite-modified using the EpiTect Bisulfite Kit (Qiagen) following the manufacturer's instructions. Modified DNA (25% of total eluate) was amplified with primers specific to bisulfite-converted DNA using HotStartTaq (Qiagen) for 40 cycles with an annealing temperature of 53°C. Primer sequences are TTTGTGATTAGGGTTGGTTTAGAAT and ACCAAAACCCAATTAACAATCAAT. The region analyzed spans six CpG dinucleotides in the *Stella* promoter region corresponding to -267bp to -137bp from the transcriptional start site. PCR products were cloned into TOPO pCRII (Invitrogen) and sequenced. At least ten unique clones were analyzed for each cell type.

Primary antibodies:

Antibody	Company	Catalogue no.	Species	Dilution for IF	Dilution for FACS
Ephb4	R&D Systems	AF446	Goat	1 in 100	1 in 50
Gpc3	Santa Cruz	sc17613	Goat	1 in 500	1 in 50
Pvrl3	Abcam	ab16913	Rat	1 in 100	1 in 50
Pecam1	BD Biosciences	553370	Rat	1 in 400	-
Pecam1-APC	BD Biosciences	551262	Rat	-	1 in 50
Pecam1-Biotin	BD Biosciences	553371	Rat	1 in 400	-
Pecam1-PE/Cy7	BioLegend	102418	Rat	-	1 in 50
Cd47-APC	Abcam	ab95603	Rat	1 in 100	1 in 50
Cd81	R&D Systems	MAB4865	Rat	1 in 200	1 in 200
Cd81-FITC	R&D Systems	FAB4865F	Rat	-	1 in 20
Cd40	R&D Systems	AF440	Goat	1 in 500	1 in 50
Fgfr2	Santa Cruz	sc122	Rabbit	1 in 1000	1 in 200
Cd117-APC	BD Biosciences	651074	Rat	1 in 100	1 in 50
Tek-PE	E-Bioscience	12-5987	Rat	1 in 100	1 in 100
Cdh10	Gift from Dr. Peter Clark, Imperial College		Rabbit	1 in 50	-
Mmp14	Abcam	ab51074	Rabbit	1 in 100	1 in 50
Sirpa-Biotin	Abcam	ab95644	Rat	1 in 100	1 in 200
Fgfr1	Santa Cruz	sc121	Rabbit	-	-
Notch3-PE	Abcam	ab95775	Hamster	1 in 50	1 in 50
Cdh2	Abcam	ab98952	Mouse	1 in 100	1 in 100
Cdcp1	R&D Systems	AF4515	Sheep	1 in 400	1 in 100
Mertk	R&D Systems	AF591	Goat	1 in 200	1 in 50
Robo1	Abcam	ab7279	Rabbit	-	-
Robo2	Santa Cruz	sc16615	Goat	1 in 100	1 in 50
Plxna4	Abcam	ab39350	Rabbit	1 in 100	1 in 100
Cdh6	Santa Cruz	sc1503	Goat	1 in 500	1 in 50
Ggt1	Abcam	ab55138	Mouse	1 in 200	1 in 200
Scarb1	Abcam	ab396	Rabbit	1 in 500	1 in 200
Pdgfra	E-Bioscience	14-1401	Rat	1 in 100	-
Pdgfra-PE	E-Bioscience	12-1401	Rat	-	1 in 200
Dpp4	AbD Serotec	MCA2345	Rat	1 in 100	1 in 200
Dpp4-RPE	AbD Serotec	MCA2345PE	Rat	-	1 in 10
Cd44-APC	E-Bioscience	17-0441-81	Rat	1 in 50	1 in 250
Cdx2	BioGenex	MU392-UC	Mouse	1 in 200	-
Gata6	R&D Systems	AF1700	Goat	1 in 400	-
Nanog	Reprocell	RCAB0002	Rabbit	1 in 200	-
Klf4	R&D Systems	AF3158	Goat	1 in 1200	-
Oct4	Santa Cruz	sc5279	Mouse	1 in 100	-

The following antibodies failed due to absence of signal or multiple bands on a Western blot:

**Antibody**	**Company**	**Catalogue no.**
Epha4	R&D Systems	AF641
Ephb2	R&D Systems	AF467
Itga9	R&D Systems	AF3827
Spn	Abcam	ab21853
ErbB2	Abcam	ab16901
Frem2	Abcam	ab75803
Gpc2	R&D Systems	AF2355
Ocln	Abcam	ab31721
Plxnb1	Abcam	ab39717
Dsc2	Abcam	ab76628
Itgb3	Abcam	ab47584
Vasn	Santa Cruz	sc47564
Anpep	Abcam	ab33480
Enpp3	Abcam	ab55580
Ncam1	Sigma	C9672
Sdc1	BD Biosciences	347193
Mcam	Abcam	ab75769
Egfr	Santa Cruz	sc03
Plxnb2	Abcam	ab95804
Enpep	Abcam	ab25009
Ephb3	R&D Systems	AF432
L1cam	Abcam	ab24345
Prdx6	Abcam	ab16824
Vasp	Abcam	ab26650
Flrt2	R&D Systems	AF2877

Secondary antibodies:

**Antibody**	**Dilution for IF**	**Dilution for FACS**
Donkey anti-Goat Alexa Fluor 488 (Invitrogen)	1 in 400	1 in 1000
Donkey anti-Rat Cy3 (Jackson)	1 in 400	1 in 1000
Donkey anti-Rat Cy5 (Jackson)	1 in 400	1 in 1000
Donkey anti-Rabbit Dylight 488 (Jackson)	1 in 400	1 in 1000
Donkey anti-Rabbit Dylight 549 (Jackson)	1 in 400	1 in 1000
Donkey anti-Rabbit Alexa Fluor 647 (Invitrogen)	1 in 400	1 in 1000
Donkey anti-Sheep Alexa Fluor 488 (Invitrogen)	1 in 400	1 in 1000
Donkey anti-Sheep Alexa Fluor 647 (Invitrogen)	1 in 400	1 in 1000
Donkey anti-Mouse Dylight 488 (Jackson)	1 in 400	1 in 1000
Donkey anti-Mouse Dylight 549 (Jackson)	1 in 400	1 in 1000
Streptavidin Alexa Fluor 647 (Invitrogen)	1 in 400	1 in 1000

Supplemental References

- Cox, B., Kotlyar, M., Evangelou, A.I., Ignatchenko, V., Ignatchenko, A., Whiteley, K., Jurisica, I., Adamson, S.L., Rossant, J., and Kislinger, T. (2009). Comparative systems biology of human and mouse as a tool to guide the modeling of human placental pathology. *Mol. Sys. Biol.* 5, 279.
- Elschenbroich, S., Ignatchenko, V., Sharma, P., Schmitt-Ulms, G., Gramolini, A.O., and Kislinger, T. (2009). Peptide separations by on-line MudPIT compared to isoelectric focusing in an off-gel format: application to a membrane-enriched fraction from C2C12 mouse skeletal muscle cells. *J. Prot. Res.* 8, 4860-4869.
- Nunomura, K., Nagano, K., Itagaki, C., Taoka, M., Okamura, N., Yamauchi, Y., Sugano, S., Takahashi, N., Izumi, T., and Isobe, T. (2005). Cell surface labeling and mass spectrometry reveal diversity of cell surface markers and signaling molecules expressed in undifferentiated mouse embryonic stem cells. *Mol. Cell. Prot.* 4, 1968-1976.
- Roesli, C., Neri, D., and Rybak, J.N. (2006). In vivo protein biotinylation and sample preparation for the proteomic identification of organ- and disease-specific antigens accessible from the vasculature. *Nat. Prot.* 1, 192-199.
- Rugg-Gunn, P.J., Cox, B.J., Ralston, A., and Rossant, J. (2010). Distinct histone modifications in stem cell lines and tissue lineages from the early mouse embryo. *Proc. Natl. Acad. Sci. USA* 107, 10783-10790.
- Taylor, P., Nielsen, P.A., Trelle, M.B., Horning, O.B., Andersen, M.B., Vorm, O., Moran, M.F., and Kislinger, T. (2009). Automated 2D peptide separation on a 1D nano-LC-MS system. *J. Prot. Res.* 8, 1610-1616.

How the deposited data were processed for this re-analysis (not part of the article)

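The values come from 4 Affymetrix gene-level arrays of mouse ES, TS and XEN cells and EpiSC, 1 array per cell type, and were read from 2 deposited tables of processed values. The ES, TS and XEN values are intensities that the authors summarised per probe set and normalized before deposit, on a linear scale, which the submitters' notes attribute to Affymetrix Expression Console and PLIER. The EpiSC values are linear intensities from another array type, normalized by the authors apart from the others, for which the notes name RMA and limma. Versions of these programs, and the arrays with which the EpiSC array was normalized, are not given in the sources used here, and the paper's text does not describe the processing of the arrays. The ES, TS and XEN intensities were used as deposited by the authors, with upper quartiles of 270 for ES, 284 for TS and 274 for XEN cells.

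Probe sets were named from the array annotation. Of 35557 probe sets, 21789 had 1 gene symbol, 1621 had several and were left unnamed, and 12147 were not listed. A further 102 were named through Table S4 of the paper. Symbols were brought to current ones through gene identifiers. For 19969 of 20065 probe sets named by the annotations of both array types, the gene was the same. A gene with several probe sets was represented by the one with the highest mean. Of the cell-surface proteins of Table S2, 433 were matched by symbol, 54 by an older symbol and 9 by the protein description. The sets of unique proteins are the sheets of Table S2, with 71 proteins for ES (63 matched), 74 for TS (62 matched) and 66 for XEN cells (62 matched) among ES, TS and XEN cells, and with 60 for ES cells (48 matched) and 256 for EpiSC (231 matched) between those.

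Comparisons were made on log2(intensity + 16), with the EpiSC array mapped by rank onto the mean distribution of the other arrays over 34753 shared probe sets, which gave it a median of 61.9. Proteins were called higher, lower or under 2-fold different by RNA at a fold of 2. Spearman correlations between arrays over 20027 genes were 0.917 for ES and TS, 0.853 for ES and XEN, 0.858 for TS and XEN cells, 0.898 for ES cells and EpiSC and 0.801 for XEN cells and EpiSC. Gene lists of lineage markers, adhesion and signalling families, other cell types and general cell functions were described by the number of members at least 2-fold different and by the median, placed among 10000 random lists of equal size matched on mean intensity. Since there is 1 array per cell type, nothing was tested against replicate error. Shares have 95% Wilson intervals and correlations 95% intervals by the Fisher transformation, which take proteins as independent.

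The lists, the comparisons, the thresholds, the alternatives and the rule for named genes were fixed before the data were examined, although the values of the copied part of Table S4 had been seen. The rule took every gene the paper names for its protein, RNA or antibody, up to 5 members per list and comparison with the largest difference, the 5 genes with the largest difference in each direction with an intensity of at least 200, and per comparison and direction the 4 cell-surface proteins with the largest RNA difference with the protein and against it. The alternatives were a pseudocount of 1, quantile normalization of all 4 arrays, centring of each array on its median, EpiSC intensities without mapping, a minimum intensity of 100, the mean of a gene's probe sets, folds of 1.5 and 3, proteins of the membrane-enriched fraction only, other definitions of discordant and unique proteins, EpiSC among the cell types compared, and Spearman in place of Pearson correlation.

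The calling of folds was tested on simulated data in which both sides of each comparison were made from the ES array. They held 200 changed genes with an ES intensity of at least 100 and noise with an assumed SD of 0.2 on the log2 scale. The simulated pairs held no second array type and no separate normalization. They therefore check the calculation and do not measure the error of these arrays. A log2 change of 1.5 was called for 94 to 100% and a log2 change of 3 for 100% of 100 genes each, and 6 to 11 unchanged genes were called in a comparison. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Antibody staining, flow cytometry, quantitative RT-PCR and the proteomic spectra are not analysed here, and no genomic positions are given.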

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

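None of the values below was tested against replicates, since each cell type has 1 array. Each is the median log2 difference of a list of genes that the paper does not discuss, and each was singled out because it was at least 1 in size and lay above or below nearly all random lists of equal size and intensity.

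Cholesterol synthesis genes had medians of 1.45 for ES minus XEN and 1.72 for TS minus XEN cells over 18 genes, including Dhcr24 (3.73 and 4.38) and Idi1 (3.62 and 3.87). At least 2-fold lower in XEN cells were 11 genes against ES and 14 against TS cells, and Insig1 was higher in XEN than in ES cells (-1.18). Their median ES minus EpiSC was -1.10, with 9 of 18 at least 2-fold higher in EpiSC, including Msmo1 (-2.05) and Nsdhl (-2.03), and 9 under 2-fold different. Genes of MHC class I antigen presentation had medians of 1.73 for ES minus XEN and 1.35 for TS minus XEN cells over 9 genes, of which 5 and 6 were at least 2-fold lower in XEN cells, including the peptide transporter Tap2 (3.22 and 4.04), while B2m, the class I light chain, was higher in XEN than in ES cells (-1.71). Interferon-stimulated genes had a median of 1.14 for TS minus XEN cells over 12 genes, with 6 at least 2-fold higher in TS cells, including Irf7 (4.87) and Bst2 (3.32). Genes of DNA methylation had a median of 1.71 for ES minus XEN cells over 9 genes, with 5 at least 2-fold higher in ES cells, including Dnmt3l (5.58), Tet1 (3.04) and Dnmt3a (3.02), while Dnmt1 had 0.11. Germline genes had a median of 1.12 for ES cells minus EpiSC over 14 genes, with 8 at least 2-fold higher in ES cells, including Ddx4 (3.82), Mael (2.91) and Dazl (2.52), and this median was 0.09 with EpiSC intensities as deposited. Fibroblast genes had medians of 1.44 for ES minus TS and 1.61 for ES minus XEN cells over 13 genes, with 7 at least 2-fold higher in ES cells in each case, including Lox (3.00 and 4.23), Col1a2 (3.09 against TS cells) and Prrx1 (1.64 and 2.17).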

How the results depend on the processing

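All alternatives were set before the data were examined. Of 79 recomputed values of the main shares, correlations and counts, 65 stayed within the interval of the main value or within 1.5 times the main count and 14 did not. All 11 main values stayed so under quantile normalization, median centring, the mean of probe sets and the minimum of 100, and the correlations did under every alternative run for them (0.473 to 0.521 for ES and TS, 0.488 to 0.545 for ES and XEN cells, 0.277 to 0.307 for ES cells and EpiSC). Median centring shifts a whole array, which cannot change r, so it was no check of r for ES and TS or ES and XEN cells. For ES cells and EpiSC it had to give the same r as intensities as deposited. The share of unique proteins under the fold was 47.2% (ES and TS), 41.6% (ES and XEN) and 54.8% (ES and EpiSC) at a fold of 1.5, and 76%, 76% and 93.9% at a fold of 3, as a wider limit must give a larger share. For ES cells and EpiSC it was 74.9% with a pseudocount of 1 and 27.2% with EpiSC intensities as deposited. Cell-specific RNA was found for 29.9% of proteins at a fold of 1.5, and for 15.5% both at a fold of 3 and with EpiSC among the cell types compared, each a stricter criterion. A pseudocount of 1 gave 3354 genes for ES and TS cells and 5845 for ES cells and EpiSC. With EpiSC intensities as deposited, 12392 genes differed and 2.49% of them were higher in ES cells, against 43.7% with mapping. The median of all genes for ES minus EpiSC was then -1.18, against -0.11 with mapping, and with that shift these medians turned negative: basement membrane (-0.71), core pluripotency (-0.50), FGF pathway (-0.53), fibroblast (-0.32) and the genes named in the paper (-1.02), as did Fgfr2 (-0.00041) and Rbp4 (-0.13) among genes at least 2-fold different with mapping. Another 30 of 193 named genes, all under 2-fold different with mapping, changed sign there too, Notch3, Pecam1, Nectin3, Mmp14 and Ephb4 among them. Slit and Robo genes for ES minus XEN had -0.43 under the minimum of 100, which leaves 5 genes. Of 672 recomputed list medians 596 stayed within 1.5-fold, 70 moved and 6 turned, and of 3735 values of named genes 3359, 374 and 2 did so, where turned counts only lists outside the range of random lists and genes at least 2-fold different before. Apart from the fewer genes, the folds and the shift named here, the cause was not tested. No paired analysis was possible because there is 1 array per cell type, and leaving out an array leaves nothing to compare. Signal over background limits genes near 0, whose folds depend on the pseudocount.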

Differences from the paper's values

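The alternatives named here were all set before the data were examined, and log2 ratios are given with no pseudocount, the scale of Fig. 1D and of the intensities in Table S4, which was chosen after the values were seen. A log2 ratio was taken to differ when the values were over 1 apart or pointed in opposite directions, since there is no replicate error.

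The paper's share of cell-specific membrane proteins identified by RNA alone is 12%, and the share here was 22.5%. At a fold of 3, and with EpiSC among the cell types compared, the share of 15.5% did not differ from the paper's by 1.5 times. It did with a pseudocount of 1 (24.1%), quantile normalization (21.9%), median centring (23%), the mean of probe sets (23%), the minimum of 100 (25.9%), a fold of 1.5 (29.9%) and proteins of the membrane-enriched fraction (28.7%). The paper's text takes under 2-fold as equivalent RNA levels between cell types, but names no fold for this share itself. Its set of proteins has another size than the 187 matched here.

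For ES cells over EpiSC, the paper's values for the log2 ratio of Notch3 and Pecam1 are about 3.8 and about 3.7 in Fig. 1D, read by eye, and the values here were 0.44 and 0.44. Both differed also under quantile normalization, median centring and EpiSC intensities as deposited.

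From Table S4, the paper's log2 ratio of ES cells over EpiSC is 5.02 for Ephb4, against 0.13 here, 4.61 for Mmp14, against 0.60 here, 0.62 for Gpc3, against -1.94 here, and 3.03 for Cdh2, against -0.0038 here. For these 4 genes the values differed under quantile normalization, median centring and EpiSC intensities as deposited too. The ratios of Cd40 and Cd47 in Table S4 did not differ with mapping. The EpiSC column of Table S4 has a Spearman rho of 0.544 with the deposited EpiSC array. None of these settings changes the order of probe sets on that array, so none could bring the values together for all genes. The paper's ratio for Cd81 in Table S4 is 1.11, against -0.60 here, and it did not differ under median centring (0.12), but did under quantile normalization and with EpiSC intensities as deposited. The paper's ratios for Cdh10 and Gpc2 there are -3.02 and -1.26, against -1.54 and 0.13 here. With EpiSC intensities as deposited (-2.75 and -1.15) neither differed, and under quantile normalization and median centring both did.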

Other observations

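The tests of Pecam1 and of the EpiSC column of Table S4 were chosen after the values were seen, and those of the share of discordant proteins before. Of 20 Eph receptors and ephrins, 6 were at least 2-fold higher in ES than in XEN cells, including Epha1 (log2 difference 2.15) and Epha7 (1.88), 4 were higher in XEN cells, including Efna3 (-1.41), and 10 were under 2-fold different. Among 10 Slit and Robo pathway genes Slit3 was higher in ES cells (1.62) and Robo1 (-3.43) and Robo2 (-7.32) in XEN cells, with 7 under 2-fold different. FGF pathway genes were higher in ES than in XEN cells for 11 of 15 genes, among them Fgfr1 (5.14), Etv5 (4.70) and Spry1 (3.94), and lower for 2, Fgfr3 (-3.53) and Fgfr4 (-3.57). Of 20 Notch pathway genes, none was higher in ES cells than in EpiSC and 2 were lower, Hes1 (-1.03) and Hey2 (-1.14), and the other 18 were under 2-fold different. Basement membrane genes were higher in XEN than in TS cells for 10 of 19, with Lama1 (TS minus XEN -8.05) the farthest, and lower for 3. Of 18 cadherins, 6 were higher in ES than in XEN cells and 1 was lower, Cdh5 (-5.78), and of 20 integrins 3 were higher and 5 lower.

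Imprinted genes differed in each pair of ES, TS and XEN cells. Between TS and XEN cells, 8 of 21 were at least 2-fold higher in TS cells, including the growth factor Igf2 (log2 difference 8.09), Phlda2 (3.97) and Mest (3.76), and 4 were higher in XEN cells, including Plagl1 (-4.88). Of the same 21, 9 were higher in ES than in XEN cells and 3 lower, and 5 were higher in ES than in TS cells and 5 lower. Of 13 genes of differentiated trophoblast, 8 were higher in TS than in ES cells, including Cyp11a1 (ES minus TS -7.15) and Plet1 (-5.02). Glycolysis genes were higher in ES than in XEN cells for 6 of 17 and lower for none, with Pfkp at 5.15. Of 10 neural genes, 4 were higher in ES than in XEN cells. All 24 ribosomal protein genes were under 2-fold different between ES and TS cells, as were 14 of 15 housekeeping genes, and 4 of 5 genes of the Y chromosome and Xist. Genes with the largest differences included Tmem114 (-8.50) and Duox2 (-7.97) for ES minus TS, Cemip (-8.18) and Aqp8 (-8.03) for ES minus XEN, and Kcnma1 (-5.33) and Baiap2l1 (7.33) for ES cells minus EpiSC.

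Most proteins unique to ES or TS cells had RNA under 2-fold different. Against RNA near background as the whole cause, 63 of 106 proteins with at least 100 on either array were still under 2-fold (59.4%). Leaving out genes under 100 on both arrays took 82 of 125 to 63 of 106, so all proteins left out were under 2-fold. The filter thus lowered the share as far as it could. That the share stayed within the interval of the full set therefore decides nothing, and how much background contributed was not tested. Against no relation between RNA and these proteins, RNA was at least 2-fold higher in the cell type with the protein for 32%. The lower bound of 24.5% was above the upper bound of 23% among proteins found in both. That gap was not found for ES and XEN cells (24.5% against 31.4% and 33.4%) or ES cells and EpiSC. The r between RNA and protein differences had a lower bound above 0 in all 3 pairs (0.389, 0.401 and 0.218). It was taken over another set, which includes proteins found in both cell types, and so does not settle the question for unique proteins. Sampling by few spectra may account for part of the share under 2-fold between ES and TS cells. The paper's counts place 69 of 97 proteins with fewer than 10 spectra under 2-fold and 13 of 28 with at least 10. The difference was 24.7 percentage points (95% interval 4.48 to 43.4), against 17 (-3.91 to 36.9) for ES and XEN cells and 5.28 (-4.40 to 16.2) for ES cells and EpiSC. Control of protein level after transcription, which would differ between cell types, stays open and was not tested.

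Pecam1 RNA was as high on the TS as on the ES array. ES cells carried over into the TS culture would bring all their abundant transcripts, and Pou5f1 in TS cells was at 0.0767% of its ES intensity. A probe set that read only background would give a like value in XEN cells, where Pecam1 was at 3.7% of its ES intensity. The paper states that quantitative RT-PCR, which does not use the probe set, also gave similar Pecam1 transcript levels in ES and TS cells, which speaks against cross-hybridization of the probe set, and that antibody staining matched the protein result, though neither is analysed here. The paper also states, without showing data, that its flow cytometry results, Pecam1 among them, held in further ES, TS and XEN lines. That concerns protein and not the RNA of the TS array. An array from another TS line than the proteome and transcription of Pecam1 in TS cells without detected protein stay open and were not tested.

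The EpiSC column of Table S4 departs from the deposited EpiSC array. Against the same array on another scale, its rank correlation with that array was 0.544 over 1921 probe sets, under the 0.807 between the deposited ES and EpiSC arrays. A shift of its lines by up to 50 gave at most 0.197. The column could hold another EpiSC sample, but its rank correlation of 0.540 with the deposited ES array is so near that with the EpiSC array that these values cannot tell, and no biological explanation was tested.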
